# Pparg signaling controls bladder cancer subtype and immune exclusion

**DOI:** 10.1038/s41467-021-26421-6

**Published:** 2021-10-25

**Authors:** Tiffany Tate, Tina Xiang, Sarah E. Wobker, Mi Zhou, Xiao Chen, Hyunwoo Kim, Ekatherina Batourina, Chyuan-Sheng Lin, William Y. Kim, Chao Lu, James M. Mckiernan, Cathy Lee Mendelsohn

**Keywords:** Cancer models, Tumour heterogeneity, Bladder cancer

## Abstract

*Pparg*, a nuclear receptor, is downregulated in basal subtype bladder cancers that tend to be muscle invasive and amplified in luminal subtype bladder cancers that tend to be non-muscle invasive. Bladder cancers derive from the urothelium, one of the most quiescent epithelia in the body, which is composed of basal, intermediate, and superficial cells. We find that expression of an activated form of Pparg (*VP16;Pparg*) in basal progenitors induces formation of superficial cells in situ, that exit the cell cycle, and do not form tumors. Expression in basal progenitors that have been activated by mild injury however, results in luminal tumor formation. We find that these tumors are immune deserted, which may be linked to down-regulation of Nf-kb, a Pparg target. Interestingly, some luminal tumors begin to shift to basal subtype tumors with time, down-regulating Pparg and other luminal markers. Our findings have important implications for treatment and diagnosis of bladder cancer.

## Abstract (web summary)

PPARg is differentially expressed in bladder cancer subtypes. Here, the authors show in mice that when an activated form of PPARg is expressed in basal bladder cells tumours do not form, however in the presence of injury the basal cells differentiate into luminal cells.

## Introduction

Bladder cancers are the 9th most common form of cancer worldwide, and the 4th most common among men (Sung et al., ACS 2021). Estimates from the CDC indicate that in 2021, there are ~83,730 new cases of bladder cancer (~64,280 in men and ~19,450 in women) in the United States and 17,200 deaths from bladder cancer (~12,260 men and ~4940 women), with smoking accounting for almost half (47%) of all cases in the United States^1^. Bladder cancers tumors arise from the urothelium, a water-proof barrier lining the urinary outflow tract that extends from the renal pelvis to the bladder. The urothelium protects against infection, damage from toxins and prevents the exchange of fluids. It is one of the slowest cycling epithelia in the body^2^, but undergoes a rapid sequence of exfoliation and regeneration in response to acute injury or infection. However, persistent or repeated damage and inflammation can lead to permanent changes, including loss of endogenous urothelial populations and bladder pain disease^3,4^, which has limited treatment options.

The urothelium is pseudostratified, containing two populations of basal cells; K14-Basal cells (K14+ K5+) that are rare and reside exclusively in the basal layer, and K5-Basal cells (K5+ K14−), which reside in the basal and suprabasal layers. Lineage studies suggest that K14-Basal cells are progenitors that can repopulate the urothelium de novo^5–9^, and are also cells of origin that can produce tumors^10–12^. Intermediate cells (I-cells) and superficial cells (S-cells), which reside in upper urothelial layers, express luminal markers, including Krt20, Krt18, and Upks. I-cells (P63+ UPKs+) are direct progenitors that replace S-cells when they die off^7,13^. They are attached to the basement membrane by a long cytoplasmic tail, and they can either divide or undergo failed cytokinesis producing binucleated I-cells (2n+2n) that undergo endoreplication, doubling DNA content without entering mitosis to produce 4n+4n S-cells^9^. S-cells (UPK+ K20+ P63−) reside in the top layer; they are large, binucleated, and are critical for the synthesis and transport of uroplakins, a family of proteins that assemble into tough crystalline plaques that line the apical surface of the urothelium. Although S-cells are post-mitotic, they are functionally very active since apical plaque is continuously degraded and replaced in response to stretch, as the bladder fills and empties^14–18^.

Bladder cancers arise from the urothelium and were initially classified based on histology and clinical behavior^19^. In all, 51% of diagnosed cases are non-muscle-invasive bladder cancer (NMIBC) and 49% are muscle-invasive bladder cancer (MIBC)^20^. Approximately 10–20% of NMIBC cases eventually progress to MIBC^21^. More recent studies from a number of groups have identified distinct subtypes of bladder cancer based on mutations and transcriptional profiles that cluster with the luminal and Basal tumor types in MIBC. Approximately 47% of the cases are of the luminal subtype and 35% are of the Basal subtype^21–28^. These subtypes have grown in number and now include (LumP), luminal nonspecified (LumNS), luminal unstable (LumU), stroma-rich, basal/squamous (Ba/Sq), and neuroendocrine-like (NE-like)^21^. Tumors with a basal/squamous subtype express a set of markers including KRT14, KRT5, CD44, and KRT6A. Basal/squamous tumors are generally immune infiltrated and responsive to immune checkpoint inhibitors^21,23,29,30^. Bladder cancer of the luminal subtype expresses a set of markers found in urothelial I-cells and S-cells, including GATA3, FOXA1, and PPARG^23,31,32^. Luminal tumors are comparatively less invasive, but generally grow back after resection, and also tend to be immune poor andtend not to respond well to immune checkpoint blockers^21,33–35^.

PPARG-dependent transcription is important for a wide range of functions in different cell types, including adipogenesis, metabolism, and immunity (reviewed in refs. ^36,37^). PPARG agonists have profound effects on urothelial differentiation and *PPARG* mutations and amplifications contribute significantly to bladder cancers. *PPARG* is a member of the nuclear receptor superfamily of ligand-activated transcription factors that bind to response elements in regulatory regions of genes^37,38^. PPARG regulates transcription by forming heterodimers with RXR, a second nuclear receptor family member. PPARG/RXR heterodimers are activated when PPARG is bound by natural ligands (fatty acids and prostaglandins) or synthetic ligands including troglitazone and rosiglitazone. PPARG/RXR heterodimers bind to peroxisome proliferator response elements, and without ligand, are maintained in an inactive state, in complexes with co-repressors (NCOR2, SMRT). Ligand binding induces a conformational change in the PPARG/RXR heterodimer causing the release of co-repressors and the recruitment of co-activators [CREBBP, PPARGC1A, and HAT^39–41^].

Studies in knockout mice indicate that PPARG regulates urothelial differentiation both in the ureter and bladder^42,43^. In urothelial cell culture, PPARG agonists troglitazone and rosiglitazone in combination with an EGFR inhibitor, suppress squamous differentiation and induce expression of luminal markers, including *Upk1*a, *Upk2*, and *Krt20*^44,45^.

*PPARG* mutations and genomic alterations are common in bladder cancer. PPARG expression is downregulated in basal/squamous subtype tumors, suggesting that loss of signaling may promote bladder tumor formation. To address this, we previously generated mice lacking Pparg throughout the urothelium using the *ShhCre* driver. These studies revealed a number of profound changes in the urothelium, including squamous metaplasia and loss of endogenous urothelial populations, likely owing to alternations in the differentiation program of K14-Basal progenitors that produced squamous epithelial cells instead of urothelial cells. These observations suggest that Pparg is normally important for the specification of K14-basal cells, however, inactivation of *Pparg* alone during homeostasis is not sufficient to drive bladder cancer^43^.

Activation of Pparg-dependent transcription either owing to mutations in its binding partner RXR, or amplification of the *PPARG* gene occur in 20–25% of luminal tumors^46^. These observations prompted us to examine whether gain-of-function mutations in PPARG could induce luminal subtype bladder cancer in mice. To do this, we inserted a cassette containing the HSV VP16 activator fused to the amino-terminal of Pparg1^47^ into the *Rosa26* locus where it is activatable in cells expressing Cre recombinase.

The urothelium is an epithelial barrier that extends from the renal pelvis to the urethra. This stratified epithelium is nearly quiescent but can rapidly regenerate in response to injury. Here we show that *Pparg* signaling drives a luminal differentiation program in the urothelium during homeostasis as well as in tumor formation. Expression of constitutively active *VP16;Pparg* in basal progenitors during homeostasis drives them to differentiate into luminal (I-cells/S-cells) in situ; however, newly formed luminal cells are post mitotic, and do not form tumors. Expression of *VP16;Pparg* in basal progenitors that have been injured by a short exposure to BBN, a carcinogen found in tobacco smoke, results in activation of the basal population, which differentiate into luminal tumors, whereas in controls lacking *VP16;Pparg*, basal subtype tumors form. Injury of basal urothelial progenitors is accompanied but increased proliferation, a robust inflammatory response, and upregulation of *Krt6a* and *Krt16*, defensins that are not expressed in the healthy urothelium; a state that is quite similar to that observed in activated basal progenitors in the skin and airways^48–50^. Our findings suggest that basal cell activation may be a critical step in the genesis of urothelial carcinoma. Interestingly, we observed a shift at the base of some luminal lesions that increased with time, where tumor cells downregulate luminal markers and begin to express basal markers, suggesting that these tumors can undergo a luminal to basal shift. Together our studies provide a model for studying luminal tumor formation in vivo and may also shed light on the mechanisms underlying tumor evolution, a phenomenon that has been reported in recent studies^51,52^.

## Results

### *Pparg* activation in basal cells induces an S-cell differentiation program

The *PPARG* gene is amplified in tumors of the luminal subtype, which also express high levels of FABP4, a direct transcriptional target of *PPARG*^23^. This suggests that *PPARG* is both overexpressed and transcriptionally active, most likely by endogenous ligands. To generate a gain-of-function model that mirrors the increased *PPARG* activity in luminal tumors, we generated mice harboring a constitutively active form of Pparg1 that is tamoxifen-inducible. We inserted a cassette containing the HSV *VP16* activator fused to the N-terminal of Pparg1 into the *Rosa26* locus where it is activatable in cells expressing Cre recombinase [Fig. 1l^53^]. Unlike endogenous *Pparg*, *VP16;Pparg* is transcriptionally active without ligand binding^47,53^. K14-Basal cells have been shown to be progenitors that can produce tumors in mice^10^. To target this population, *VP16;Pparg* mice were crossed with the *Krt5Cre*^*ERT2*^ line generating *Krt5Cre*^*ERT2*^*;VP16;Pparg* mutants (hereafter, referred to as *K5VP16;Pparg* mutants), in which tamoxifen-inducible Cre driven by the K5 promoter drives recombination in the basal cell population^54^.

**Fig. 1:**
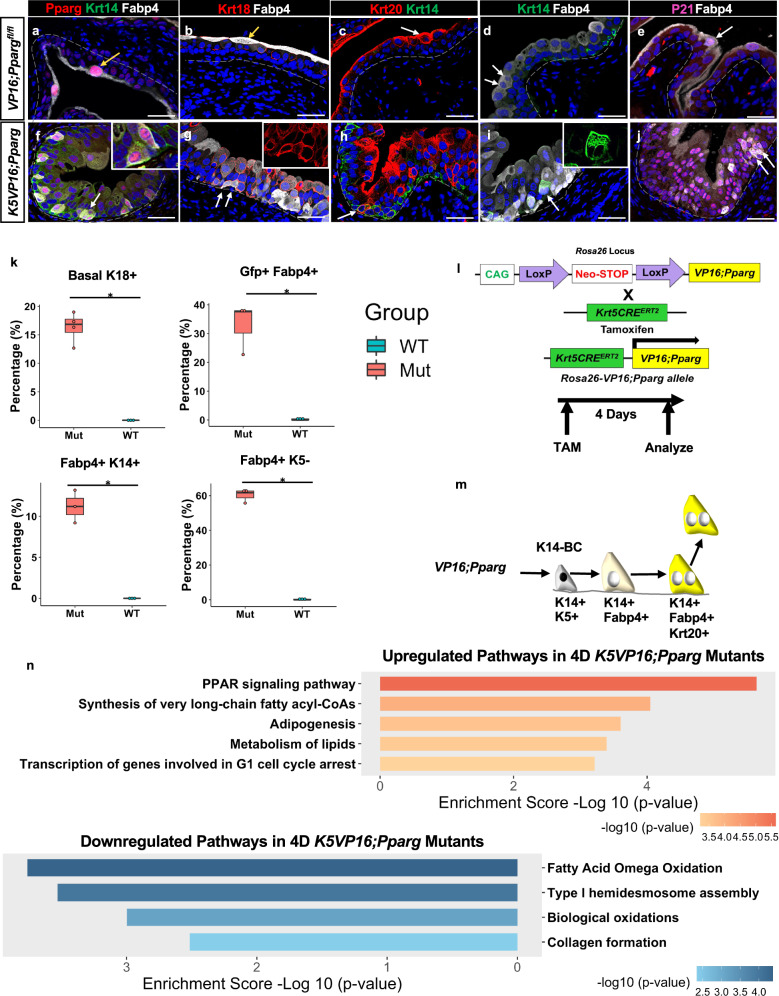
Expression of VP16;Pparg in basal cells induces an S-cell differentiation program. **a**–**j** Immunostaining showing expression of Pparg, Krt14, and Fabp4 in the urothelium of *VP16;Pparg* control (**a**) and *K5VP16;Pparg* mutants (**f**). Expression of Krt18 and Fabp4 in the urothelium of control (**b**) and a *K5VP16;Pparg* mutant (**g**). Expression of Krt20 and Krt14 in the urothelium of control (**c**) and a *K5VP16;Pparg* mutant (**h**). Expression of Krt14 and Fabp4 in the urothelium of control (**d**) and *K5VP16;Pparg* mutant (**i**). Expression of P21 and Fabp4 in the urothelium of control (**e**) and a *K5VP16;Pparg* mutant (**j**). **k** Quantification of the percentages of Basal cells undergoing luminal differentiation in *VP16;Pparg* controls (*n* = 3) versus *K5VP16;Pparg* mutants 4 days (*n* ≥ 3) after tamoxifen induction: expression of cell-type-specific markers in mutants and controls: Krt18 in the basal layer (*p* = 0.021), Gfp and Fabp4 in the basal layer (*p* = 0.038), Fabp4 and K14 (*p* = 0.031), Fabp4 but not K5 (*p* = 0.038). Box plots display minima, maxima, and interquartile range (IQR). Significance was calculated by one-sided Mann–Whitney *U* test. *p ≤ 0.05. **l** Schematic showing the mouse models and timing of analysis. The *VP16;Pparg* cassette was inserted in the *Rosa26 Locus* to generate *VP16;Pparg* mutant mice, where expression is activatable in cells expressing Cre recombinase. *VP16;Pparg* mice were then crossed with the *Krt5Cre*^*ERT2*^ line, which drives Cre-dependent recombination in Basal cells after Tamoxifen induction, activating the expression of the transgene. Tamoxifen was administered 3× over the course of 1 week, and bladders were harvested 4 days after the last Tamoxifen induction. **m** Schematic of the S-cell differentiation program induced by *VP16;Pparg* expression in basal cells. **n** Upregulated and downregulated pathways from RNA-seq analysis of controls and *K5VP16;Pparg* mutants 4 days after Tamoxifen induction. *p* values were calculated by hypergeometric test and corrected for multiple testing. Yellow arrows in **a**–**e** denote superficial cells. White arrows in **f**–**j** denote mutant cells undergoing a basal to luminal shift. Scale bars, 50 μm. Source data are provided as a Source Data file.

Tamoxifen was administered intraperitoneally three times over the course of 1 week which induced recombination in 80% of basal cells. To determine whether the VP16;Pparg mutant protein was transcriptionally active, we analyzed the distribution of Fabp4, a direct transcriptional target of *Pparg* in *K5VP16;Pparg* mutants and *VP16;Pparg*^*fl/fl*^ controls 4 days after Tamoxifen induction. In controls Fabp4 and Pparg were co-expressed in S-cells as expected (Fig. 1a), however in *K5VP16;Pparg* mutants, Fabp4 and Pparg were expressed both in S-cells in the luminal layer and in K14-basal cells in the basal layer (Fig. 1f, k, Supplementary Fig. 1r) indicating that the *VP16;Pparg* transgene is active. Further analysis revealed Krt18 and Krt20, which are selectively expressed in S-cells of controls (Fig. 1b,c), co-localized with Fabp4 and Pparg in K14-BC-positive cells in the basal layer (Fig. 1g–k), suggesting that the *VP16;Pparg* transgene is inducing K14-Basal cells to differentiate into S-cells in situ. Consistent with this, we observed binucleated cells co-expressing K14 and Fabp4 in the basal layer suggesting that this newly formed population has undergone failed cytokinesis, a process observed when I-cells differentiate into S-cells, which normally occurs in the luminal layers of the urothelium (Fig. 1d,i,^9^).

Lineage tracing confirmed that K14+/Fabp4+/Krt20+ cells that formed in *K5VP16;Pparg* mutants were derived from basal cells. The *R26RmTmG* reporter^55^ was introduced into mutants and controls to generate *K5VP16;Pparg;mTmG* mice and *VP16;Pparg*^*fl/fl*^;*mTmG* mice, respectively. In controls, Gfp-expression was confined to the basal layer as expected (Supplementary Fig. 1m–p), whereas in *K5VP16;Pparg* mutants, Gfp-expressing cells which were observed in the basal layer 1 day after tamoxifen induction, expanded to encompass the entire urothelium by one 1 month (Supplementary Fig. 1q–t)

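Basal cells marked by Gfp were sorted 4 days after tamoxifen, and RNA-seq libraries were made from 4 control mice and 5 K5VP16;Pparg mutant mice. The sample labels list the controls as wild type. The paper gives them as K5;mTmG for the sorted cells, and as VP16;Pparg controls where it reports Cdkn1a and the retinoid genes. The methods also name K5;mTmG for the cells sorted by Gfp, so K5;mTmG is the genotype stated for these libraries. The expression values do not test it. The authors quantified transcripts with kallisto, summed them to genes with tximport and divided the counts by DESeq2's normalization factors, which differ from gene to gene, so the number of reads behind a value is not known. Normalized counts summed to between 36520193 and 38575420 per control library, with a median of 37116529, and to between 37240284 and 41435665 per mutant library, with a median of 38192152. Of the 35199 genes in the table, the 16413 with at least 10 normalized counts in at least 4 libraries were tested with limma (eBayes with a trend) on log2(normalized count + 1), a scale that understates the change of low genes. With Benjamini-Hochberg adjustment, 467 genes had an adjusted p under 0.05, of which 290 were higher and 177 lower in mutants. The authors' deposited table for the same libraries, made with DESeq2, lists 1841 genes under this threshold, and 461 of the 467 genes are among them with the same direction. Over the processing choices set in advance, libraries left out apart, the count ranged from 147 genes in the table of 3 against 3 libraries to 1054 with limma's array weights. With each library left out in turn the count ranged from 129 without one control library to 596 without one mutant library. In quantile-normalized values 270 genes were higher and 287 lower. Y-linked genes, scored as the mean of log2(normalized count + 1) over the list in each library, ranged from 11.05 to 11.11 in 3 controls and from 5.16 to 5.91 in the mutants, and lay at 5.59 in the remaining control, so that this score divides the libraries nearly as the genotype does. Among genes chosen by a rule set in advance, the largest rises were those of Nxph1, Dapl1, Pla2g4f, Ifi202b and Sprr2g. Nxph1 was listed at 0 in all 4 controls and averaged 106 normalized counts in mutants, and the other 4 had log2 fold changes from 5.35 to 5.78. The call of Sprr2g was lost in 6 of the 9 fits without one library. The largest falls were all in pseudogenes, Rps2-ps13, Tcea1-ps1, Atp6v0c-ps2, Rps18-ps5 and Rps18-ps3, which can share reads with a parent gene and are reported as uncertain.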

To identify changes in the transcriptional program of basal cells induced by expression of the *VP16;Pparg* transgene, we performed bulk RNA-seq analysis on Gfp+ cells collected from *K5VP16;Pparg;mTmG* mutants and *K5*;*mTmG* controls (Supplementary Fig. 5). 

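Fabp4, a target of Pparg, averaged 362 ± 121 normalized counts (SD, n = 4) in controls and 11204 ± 10888 (SD, n = 5) in mutants, a log2 fold change of 4.64 (standard error 0.49, limma adjusted p = 0.00171). One mutant library held 30598 normalized counts, and with each library left out in turn the log2 fold change stayed between 4.18 and 4.84. Pparg itself averaged 9705 ± 266 normalized counts (SD, n = 4) in controls and 7622 ± 1223 (SD, n = 5) in mutants, a log2 fold change of -0.36 (standard error 0.12, limma adjusted p = 0.126), and the table does not separate reads of the transgene from those of the endogenous gene. For lists of genes fixed in advance, a score was taken as the mean of log2(normalized count + 1) over the list in each library. The score of 62 genes of the PPAR pathway was 0.61 higher in mutants, with no overlap between groups (exact two-sided permutation test, p = 0.0159, where 4 against 5 libraries allow 0.00794). Of the 46 genes of the list that were tested 34 were higher, 11 were called over all genes tested, and 15 were called when p was adjusted over the list alone. In the set test camera of limma, with a preset correlation between genes of 0.01, the list was called higher with an adjusted p of 7.27e-07. It was also called under limma's fry, with an adjusted p of 0.00336, and was not called by limma with an estimated correlation, at 0.236. Of the 17 lists and Reactome sets that camera called at 4 days, 9 were also among the 11 called under fry, and 0 were called with an estimated correlation.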

Pathway analysis revealed upregulation of *Pparg* signaling in basal cells of mutants, confirming that the transgene was active (Fig. 1n). This analysis also revealed upregulation of S-cell markers in basal cells of mutants compared with controls, whereas *Krt5*, *Col17a1*, and *Trp63* which are highly expressed in basal cells of controls were downregulated (Supplementary Fig. 1y), which was confirmed by immunostaining (Fig. 1k, Supplementary Fig. 1u–x). 

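The 9 superficial cell markers scored 13.52 ± 0.31 (SD, n = 4) in controls and 14.47 ± 0.38 (SD, n = 5) in mutants, without overlap (exact two-sided permutation test, p = 0.0159). Of these markers 8 were higher and 5 were called when p was adjusted over the list alone. Besides Fabp4, Krt20 was called over all genes tested, rising from 808 ± 373 to 2951 ± 1436 normalized counts, a log2 fold change of 1.83 (standard error 0.40, limma adjusted p = 0.0444). This call was lost in 8 of the 9 fits that each left out one library, the limma adjusted p reaching 0.135. Krt18 (0.40), Upk1b (0.63), Upk2 (0.65) and Upk3b (0.61) had positive log2 fold changes with limma adjusted p from 0.0753 to 0.472. Upk1a (0.18) and Upk3a (0.03) changed by less than their standard errors, and their log2 fold changes turned negative in quantile-normalized values, at -0.05 and -0.04. That of Upk3a was also negative in 4 of the fits without one library. The score of Krt5, Col17a1 and Trp63 fell by 0.80 in mutants, with no overlap between groups (exact two-sided permutation test, p = 0.00794). Col17a1 fell from 22475 ± 7157 to 8780 ± 2547 normalized counts, a log2 fold change of -1.34 (standard error 0.27, limma adjusted p = 0.0315), and the call was lost in 5 of the 9 fits without one library. Trp63 averaged 33210 ± 4137 normalized counts in controls and 20300 ± 5645 in mutants, a log2 fold change of -0.75 (standard error 0.21, limma adjusted p = 0.0835, and 0.0472 without one library). Krt5 averaged 98830 ± 8045 and 81066 ± 12674 normalized counts, a log2 fold change of -0.30 (standard error 0.16, limma adjusted p = 0.316). From the marker changes and immunostaining, the paper proposes that the transgene redirects differentiation so that S-like cells arise in place.

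**Figure D1:**
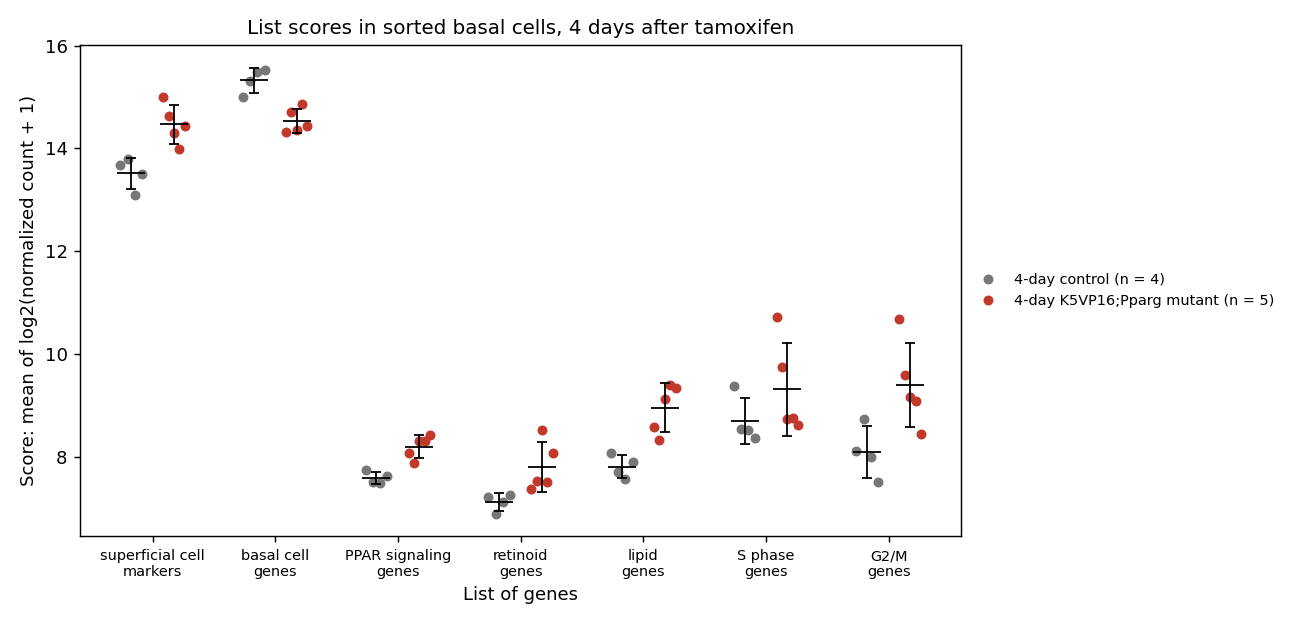
Scores of 7 lists of genes, as the mean of log2(normalized count + 1), in sorted basal cells of 4 control and 5 mutant mice. Each point is a library, the horizontal bars are group means and the error bars are SDs. The superficial cell markers lie higher and the basal cell genes lower in all 5 mutants than in the 4 controls.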

Col17a1 is required for anchoring basal cells to the cell membrane, hence its downregulation may enable newly S-Cells to move from the basal layer up to the superficial layer of the urothelium where S-cells normally reside. RNA-seq analysis also revealed changes in cell cycle genes including p21 (*Cdkn1a*), which was upregulated in basal cells from *K5VP16;Pparg* cells compared to *VP16;Pparg* controls and confirmed by immunostaining (Fig. 1e, j), indicating that expression of the *VP16;Pparg* transgene-induced S-cell like daughters to leave the cell cycle, as is the case with endogenous S-cells. Together these results suggest that the expression of the *VP16;Pparg* transgene in basal cells alters the normal differentiation program, resulting in the production of S-like cells in situ.

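Cdkn1a averaged 4746 ± 2208 normalized counts (SD, n = 4) in controls and 9136 ± 3693 (SD, n = 5) in mutants, with overlapping groups. Its log2 fold change of 0.98 (standard error 0.36) was not called over all genes tested (limma adjusted p = 0.165), and had a limma adjusted p of 0.0473 when adjusted over the list alone, that is, the 32 tested genes that the paper names for this experiment. The 54 G2/M genes scored 1.30 higher in mutants (exact two-sided permutation test, p = 0.0317), with 49 genes higher and 3 of them called over all genes tested, or 36 adjusted over the list alone, and the groups overlapped. This p rose above 0.05 in 8 of the 9 fits that each left out one library, where the difference ranged from 0.98 to 1.54. The 43 S phase genes scored 0.62 higher, which lay within the spread between libraries (exact two-sided permutation test, p = 0.27). The Reactome set for the cell cycle, with 460 genes tested, had a median log2 fold change of 0.14, with 306 genes higher in mutants (limma camera adjusted p = 0.00654, against 0.398 under fry). Its camera call was lost in 3 of the 9 fits without one library, with a limma adjusted p up to 0.184.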

Squamous metaplasia in the airways, bladder, and prostate is induced by Vitamin A-deficiency^56,57^. In this case, the urothelium is populated by cells expressing markers found in the skin, Krt13, Krt1, Krt10, similar to the phenotype induced in the urothelium in *Pparg* mutants, which is characterized by an increase in K14-progenitors accompanied by a decrease in I-cells and S-cells^43^. Retinoids have also been shown to be required for urothelial differentiation and regeneration, specifically for the formation of I-cells and S-cells^13^. 

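The score of Rbp4, Stra6, Rdh11 and Aldh1a3 rose from 7.12 ± 0.17 (SD, n = 4 controls) to 7.80 ± 0.48 (SD, n = 5 mutants), without overlap between groups (exact two-sided permutation test, p = 0.0159). In each of the 4 fits without one control library this p was 0.0714. The wider Reactome set on retinoid metabolism and transport, of which 35 genes were tested, had 25 genes higher in mutants and a limma camera adjusted p of 0.0548. It was called in 4 of the 9 fits without one library, down to a limma adjusted p of 0.0197.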

We observed increased retinoid signaling in *K5VP16;Pparg* mutants compared with *VP16;Pparg*^*fl/fl*^ controls (Supplementary Fig. 1z). Upregulated genes include *Rbp4*, a lipocalin family member that transports retinol (the inactive form of Vitamin A) from the liver to tissues, *Stra6*, a receptor that transports retinol into the cell, *Rdh11* which synthesizes retinaldehyde from retinol in the first step of RA synthesis and *Aldh1a3*, a retinaldehyde dehydrogenase that converts retinaldehyde to RA, in the second step of RA synthesis [Supplementary Fig. 1z^58,59^]. These data suggest that *Pparg*-dependent RA-signaling is likely important for differentiation of luminal cell types, and for suppression of squamous differentiation.

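None of these 4 genes was called over all genes tested. Rdh11 averaged 814 ± 114 normalized counts in controls and 1113 ± 155 in mutants, a log2 fold change of 0.45 (standard error 0.14, limma adjusted p = 0.106). The rises of Stra6 (1.36), Aldh1a3 (0.49) and Rbp4 (0.42) had limma adjusted p of 0.247, 0.364 and 0.653, and in each of these genes the groups overlapped. Rbp4 averaged 254 ± 98.8 normalized counts in controls and 379 ± 199 in mutants. Rdh11 alone was called when p was adjusted over the list alone.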

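A list of 16 lipid genes (Scd1, the Elovl and Cpt1 families, Acsl4, Fabp5, Fabp1, Lpl and Cd36) was scored. It rose from 7.81 ± 0.22 (SD, n = 4 controls) to 8.95 ± 0.48 (SD, n = 5 mutants) without overlap between groups (exact two-sided permutation test, p = 0.0159), and by 1.04 to 1.31 with each library left out in turn. Among the Reactome sets, limma camera called the metabolism of lipids and lipoproteins (adjusted p = 0.00361), fatty acid, triacylglycerol and ketone body metabolism (adjusted p = 0.000656) and the synthesis of very long-chain fatty acyl-CoAs (adjusted p = 0.00325). All 3 were higher in mutants, with median log2 fold changes of 0.13, 0.16 and 0.37 over their genes, and were also called under fry.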

Consistent with the known role of *Pparg* as a regulator of fatty-acid transport and metabolism, we observed an increase in genes important in lipid metabolism (Fig. 1n). These include *Scd1, Elovl, Acsl4, Cpt1, Fabp5, Fabp1*, *Lpl*, and *Cd36*. 

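Over all genes tested, 4 of the 14 tested genes of this list were called, each higher in mutants without overlap between groups. Fabp5 rose from 2210 ± 363 (SD, n = 4) to 8624 ± 3504 (SD, n = 5) normalized counts, a log2 fold change of 1.90 (standard error 0.25, limma adjusted p = 0.00539). Fabp1 was low, at 4.64 ± 4.55 and 55.9 ± 27.7 normalized counts, and had a log2 fold change of 3.51 (standard error 0.55, limma adjusted p = 0.0138). Acsl4 rose by 0.82 (standard error 0.14, limma adjusted p = 0.0189) and Elovl1 by 0.68 (standard error 0.15, limma adjusted p = 0.0448) on the log2 scale. The call of Elovl1 was lost in 7 of the 9 fits without one library and that of Acsl4 in 2. Elovl4 rose by 2.17 with a limma adjusted p of 0.0503, and was called by limma with a pseudocount of 5 (adjusted p = 0.0490) and in 2 of the fits without one library. Scd1 (1.14), Lpl (0.75) and Cd36 (0.50) had positive log2 fold changes within the spread between libraries (limma adjusted p = 0.274, 0.441 and 0.846), and that of Cd36 was negative in 2 of the fits without one library, down to -0.08. Cpt1a changed by 0.07, and by -0.01 in quantile-normalized values, and Elovl5 was the single tested gene of the list with a negative log2 fold change, at -0.18. Adjusted over the list alone, 6 genes were called.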

Genes involved in pancreatic secretion, protein digestion and absorption, digestion of dietary lipid, and triacylglycerol degradation were downregulated (Fig. 1n). These pathways are similarly altered in non-alcoholic fatty liver disease (NAFLD)^60–64^, which is thought to be linked to high-fat diet-induced *Pparg* signaling^65^. 

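The Reactome set for the digestion of dietary lipid holds 3 genes, Cel, Clps and Pnlip, which were named after their values were seen. Each was lower in mutants, with log2 fold changes of -2.92, -2.90 and -4.12. Limma camera gave the set an adjusted p of 0.00393, and fry one of 0.0374. All 3 genes were low, Pnlip averaging 53.7 ± 19.2 normalized counts (SD, n = 4) in controls and 6.12 ± 8.82 (SD, n = 5) in mutants. None was called on its own, the limma adjusted p being 0.0894, 0.106 and 0.0549. The other pathways named as lower were not analysed here.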

Oil-Red-O staining of mutants 1 day, 4 days, and 1 month after Tamoxifen induction, revealed neutral triglyceride and lipid accumulation in mutant S-cells at 1 month, but staining was not detectable at earlier stages or in controls (Supplementary Fig. 1a–l). These observations raise the possibility that the urothelium may respond to a high-fat diet in a similar manner as observed in hepatocytes in steatosis, which turn on an adipocyte differentiation program in response to increased *Pparg* signaling.

Together, these studies suggest that constitutive activity of *Pparg* in K14-basal cell progenitors induces the formation of S-cell daughters instead of K5-Basal cells and I-cells, as normally occurs, a process that may depend on RA-signaling. With time, these S-cells appear to turn on an adipocyte differentiation program as occurs in NAFLD. These VP16;Pparg-expressing S-cells are post-mitotic however and hence did not form tumors.

### Short-term treatment with carcinogens primes K14-basal cells for tumor formation by inducing an activated state

Currently, the most established system for modeling MIBC in mice is *N*-butyl-*N*-(4-hydroxybutyl)-nitrosamine (BBN)^66^. BBN is a nitrosamine that is metabolized in the liver to *N*-butyl-*N*-(3-carboxypropyl)nitrosamine, which is found in tobacco products^66–68^. Five months of exposure to BBN induces basal subtype tumors, however short exposure induces a potent inflammatory response that resolves by ~1 month and recedes as tumors form^69^. An interesting possibility is that this transient response to BBN might be important for priming urothelial cells, which are largely quiescent, to re-enter the cell cycle and produce tumors. To address this question, BBN was administered to wild-type mice in water for 4 weeks, then we analyzed the urothelium from treated and untreated mice to determine the effects on urothelial populations as well as immune infiltration (Fig. 2a). Histological analysis revealed edema and immune infiltration in the bladder of BBN-treated mice which was not observed in controls, indicating the presence of inflammation (Fig. 2b, c). Consistent with this, immunostaining revealed significant leukocyte infiltration in BBN-treated mice, as well as upregulation of p65 subunit of Nf-kb, a complex, that controls both innate and adaptive immunity (Fig. 2d–g). These observations were confirmed by RNA-seq analysis, which revealed upregulation of T-cell markers (Cd4 and Cd8), proinflammatory cytokines (*Il1a*, *Il6*, *Il18*, *IFNg*, and *TNFa)*, and transcription factors, including *Nfkb, Foxp3*, *Stat3* and *Jun*, *Batf*, and *Fosl1*, which are *Ap1* family members that are important regulators of the immune response^70^ (Fig. 2p, Supplementary Fig. 2a).

**Fig. 2:**
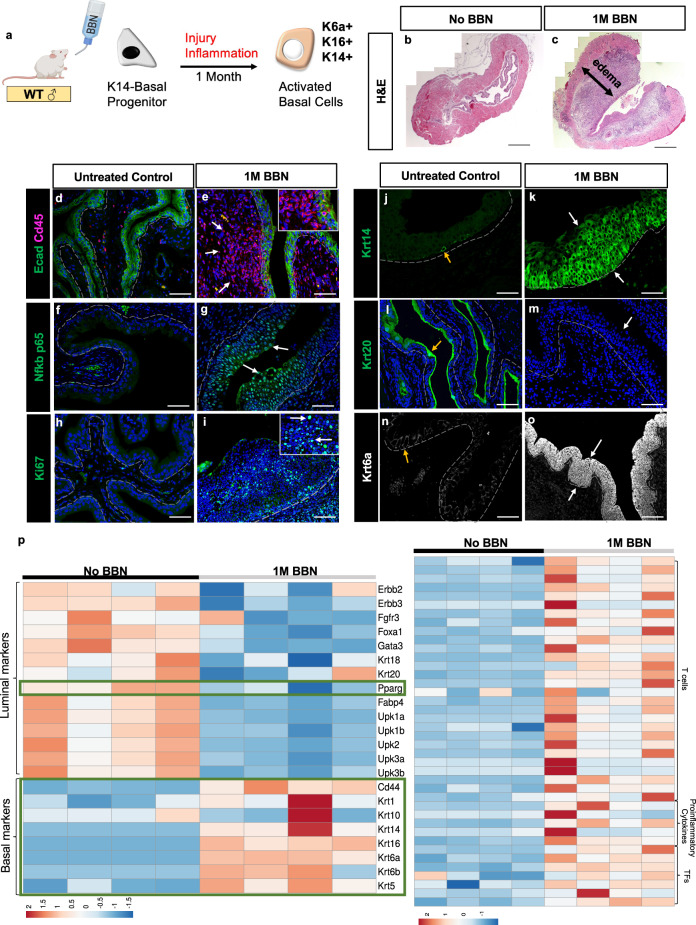
Short BBN treatment induces a wound-healing response in the urothelium that primes basal cell progenitors for tumorigenesis. **a** Schematic representation showing activation of K14-progenitors. **b**–**c** Histology of bladders from untreated mice (**b**) and from mice treated with BBN for 1 month (**c**); the black double-headed arrow denotes edema. Scale bars, 200 μm. **d**–**i** Immune infiltration visualized by Cd45 staining in bladders from untreated controls (**d**) and mice treated with BBN for 1 month (**e**). Expression of p65 in controls (**f**) and in mice treated with BBN for 1 month (**g**). Expression of Ki67 in controls (**h**) and in bladders from mice treated with BBN for 1 month (**i**). White arrows denote cells positive for Cd45 (**e**), p65 (**g**), and Ki67 (**i**) in bladders from BBN-treated animals. The inserts in **e** and **i** show images at higher magnification. **j**–**o** Loss of normal urothelial populations and gain of squamous populations in bladders from a mouse treated with BBN for 1 month. Krt14 expression in control (**j**) and in urothelium from a mouse treated with BBN for 1 month (**k**). Yellow arrows in **j** denote a Krt14-expressing cell. Krt20 expression in a control (**l**) and in the urothelium from a mouse treated with BBN for 1 month (**m**). The yellow arrow in **l** denotes a Krt20-expressing S-cell. The white arrow in **m** denotes the loss of Krt20-positive S-cells after BBN treatment. Krt6a expression in control (**n**) and in urothelium from a mouse treated with BBN for 1 month (**o**). The yellow arrow in **n** denotes the absence of detectable Krt6a expression in the untreated urothelium. White arrows in **o** denote activated basal cells expressing Krt6a, a squamous marker not present in the healthy urothelium. Scale bars, 50 μm. **p** Heatmaps of luminal/basal gene signatures and immune cell signatures generated from pathway analysis of RNA-seq performed on the urothelium of control and BBN-treated bladders.

Further analysis by immunostaining and RNA-seq revealed widespread proliferation in the urothelium of BBN-treated compared with untreated controls, where proliferating cells were rare (Fig. 2h, i). This short BBN treatment also caused profound alterations in urothelial populations: K14-Basal cells, which are rare in controls and are confined to the basal layer, now populated most of the urothelium in BBN-treated mice (Fig. 2j, k). Consistent with the massive expansion of the K14-population, we observed depletion of I-cells and S-cells in BBN-treated mice, evidenced by downregulation of Krt20 (Fig. l, m) as well as *Fgfr3*, *Foxa1*, *Gata3*, *Krt18,* and *Upks* (Fig. 2p). On the other hand, BBN exposure induced upregulation of *Krt6a* which is barely detectable in the urothelium of healthy mice (Fig. 2n, o) as well as keratins expressed in squamous epithelia including *Cd44*, *Krt1*, *Krt16*, *Krt6b,* and *Krt5* (Fig. 2p). In addition to BBN, we found that exposure to another urotoxin cyclophosphamide^71^ induces similar activation of the K14-Basal cells (Supplementary Fig. 2b–m). K14-progenitors in the skin and airways, which are also barriers, upregulate *Krt14*, *Krt16,* and *Krt6a* and undergo squamous differentiation. Hence, this activation state may be a conserved reaction to injury, perhaps maintaining the barrier by regenerating a layer of squamous tissue in response to injury.

### *VP16;PPARG* expression in activated basal cells induces luminal tumor formation

Long-term BBN treatment of wild-type mice results in basal subtype tumors^35,72^; however, a short BBN exposure activates the urothelium, which becomes proliferative and is populated almost exclusively with K14-Basal cells compared with untreated mice (Fig. 2h–o). We tested whether expression of the *VP16;Pparg* protein after activation could alter the pathway of tumor formation from basal subtype to luminal subtype (Fig. 3a). *K5VP16;Pparg* mutants and controls were exposed to BBN for 1 month, after which tamoxifen was administered intravesically under ultrasound guidance. Ultrasound analysis after 4 months revealed thickening of the bladder wall in controls and protrusions in the lumen of mutants (Fig. 3b, c). Hematoxylin and eosin stain (H&E) revealed papillary-like structures in *K5VP16;Pparg* mutants and invasive lesions in *VP16;Pparg*^*fl/fl*^ controls (Fig. 3d, e). The pathological evaluation suggested that lesions in *K5VP16;Pparg* mutant mice were consistent with a human papillary luminal subtype of bladder cancer, whereas tumors in controls lacking the transgene presented features of the human basal/squamous subtype, as expected. Lesions in the *K5VP16;Pparg* mutant bladders were enriched with Ta and T1 (exophytic) lesions (Fig. 3l), whereas control bladders without the *VP16;Pparg* transgene contained invasive T3 (basal) lesions (Fig. 3t, x). Laminin and smooth muscle actin (SMA) staining allowed us to clearly visualize the fibrovascular core of luminal lesions, a hallmark of papillary (luminal) tumors while in controls, vasculature was widespread (Fig. 3f, g). To confirm that lesions derived from basal cells in mutants and controls, we analyzed bladders from *K5VP16;Pparg;mTmG* mutants and *K5;mTmG* controls 4 months after tamoxifen induction when lesions were clearly visible. In both cases, lesions were almost completely Gfp-positive (Supplementary Fig. 3a, b), indicating that they are derived from Gfp+ basal cells.

**Fig. 3:**
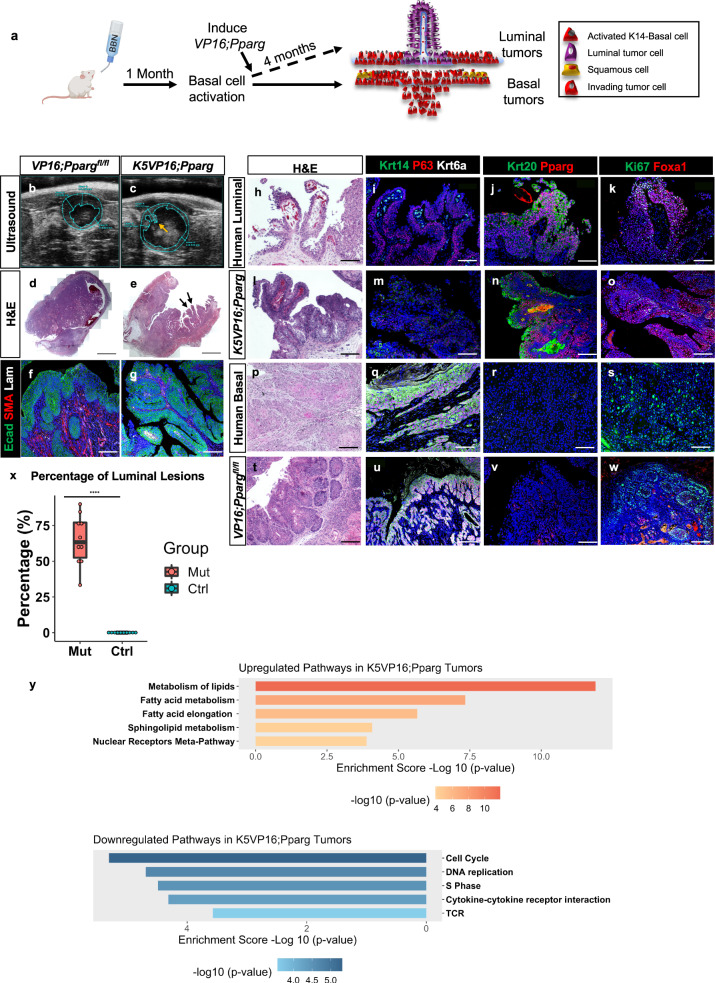
Activation of Pparg in K5VP16;Pparg mice produces luminal bladder tumors. **a** Schematic showing time-course of tamoxifen and BBN treatment used in experiments with *K5VP16;Pparg* mice and controls. **b**–**g** Ultrasound images of *VP16;Pparg*^*fl/fl*^ control bladders (**b**) and a *K5VP16;Pparg* mutant (**c**) 4 months after Tamoxifen induction. Yellow arrow in **c** denotes a lesion protruding into the lumen. H&E images of bladders from a *VP16;Pparg*^*fl/fl*^ control (**d**) and a *K5VP16;Pparg* mutant (**e**) 4 months after Tamoxifen induction. Double black arrows in (**e**) denote high grade papillary lesions. Expression of E-cadherin, smooth muscle actin, and laminin in a *VP16;Pparg*^*fl/fl*^ control (**f**) and in a *K5VP16;Pparg* mutant (**g**). **h**–**w** An H&E image of human luminal tumor (**h**), a *K5VP16;Pparg* mutant tumor (**l**), a human basal tumor (**p**), and a *VP16;Pparg* control basal tumor (**t**). Expression of Krt14, P63, and Krt6a in a human luminal tumor (**i**), a *K5VP16;Pparg* mutant tumor (**m**), a human basal tumor (**q**), and a *VP16;Pparg* control basal tumor (**u**). Krt20 and Pparg expression in a luminal tumor (**j**), a *K5VP16;Pparg* mutant tumor (**n**), a human basal tumor (**r**), and a *VP16;Pparg* control basal tumor (**v**). Ki67 and Foxa1 expression in a luminal tumor (**k**), a *K5VP16;Pparg* mutant tumor (**o**), a human basal tumor (**s**), and a *VP16;Pparg* control basal tumor (**w**). **x** Quantification of the percentage of luminal tumors observed in *VP16;Pparg* controls (*n* = 10) and *K5VP16;Pparg* mutants (*n* = 10). Box plots display minima, maxima, and interquartile range (IQR). Significance was calculated by a one-sided Mann–Whitney *U* test. ****p = 3.14e-05. **y** Upregulated and downregulated signaling pathways based on RNA-seq analyses of *K5VP16;Pparg* mutant tumors compared to *VP16;Pparg*^*fl/fl*^ basal control tumors 4 months after tamoxifen induction. *p* values were calculated by hypergeometric test and corrected for multiple testing. Scale bars in **d**–**e** 200 μm. Scale bars in **f**–**w**, 100 μm. Source data are provided as a Source Data file.

Comparison of BBN-induced lesions in *K5VP16:Pparg* luminal lesions with human luminal tumors from patients revealed a similar branched exophytic structure and a fibrovascular core in both. Conversely, BBN-treated control lesions were invading into the submucosa and muscle, similar to the human basal tumor (Fig. 3h, l, p, t). Immunostaining of human and mouse lesions with markers expressed in basal subtype lesions (Krt14 and Krt6a) revealed robust expression in the BBN-treated controls and human basal tumor, whereas there was little if any expression in lesions from mouse *K5VP16;Pparg* mutants or luminal lesions from human patients (Fig. 3i, m, q, u). Analysis with markers expressed in luminal subtype tumors (Krt20, Pparg, Foxa1) revealed little expression in control BBN-induced basal lesions and human basal tumors, whereas expression was prominent in luminal human tumors and *K5VP16;Pparg* tumors (Fig. 3j, k, n, o, r, s, v, w). Expression of Ki67, which marks proliferating cells, was distinct in basal and luminal tumors. In basal tumors, Ki67 expression was in cells adjacent to the basement membrane of lesions, while in luminal tumors proliferating cells were scattered (Fig. 3k, o, s, w).

RNA-seq analysis of laser-captured cells from *K5VP16;Pparg* and control mice revealed co-clustering with genes expressed in tumors with luminal and basal subtypes, respectively. 

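Tumor cells were taken by laser capture from BBN-treated mice. The table for this comparison holds 3 basal tumors of control mice and 5 luminal libraries of K5VP16;Pparg mice, of which 3 come from luminal tumors and 2 from the luminal domain of mixed lesions. The labels list the control mice as wild type and the paper as VP16;Pparg fl/fl, or as K5;mTmG in the legend of Fig. 4. The authors made the values as for the sorted cells and normalized each table on its own, so values are compared within a table. Normalized counts summed to between 41697178 and 44654343 per basal library, with a median of 42886940, and to between 43948808 and 53252995 per luminal library, with a median of 51007932. The 10 most abundant genes held from 6.76% to 8.97% of the normalized counts of a basal library and from 11.7% to 15.0% of a luminal one. The test covered the 15357 genes with at least 10 normalized counts in at least 3 libraries and called 513, of which 378 were higher and 135 lower in luminal tumors (limma, adjusted p under 0.05). The authors' deposited table lists 1860 genes under this threshold, and 494 of the 513 genes are among them with the same direction. Without the trend in eBayes 215 genes were called. The median over all genes tested lay at -0.10 on the log2 scale and moved to -0.30 when values were scaled to the upper quartile, which gave 267 genes higher and 166 lower. The count was 171 without one of the basal tumors and 878 without one of the luminal tumors. Among genes chosen by the rule set in advance, the largest rises were those of Upk3b, Snx31, Upk3a, Tmem246 and Bcl2l14, with log2 fold changes from 9.23 to 9.63, and the largest falls those of Col10a1, Cnn1, Fbln2, Penk and Actg2, from -7.98 to -9.08. The calls of Penk, Col10a1 and Actg2 were lost in 7, 6 and 5 of the 8 fits without one library, and those of Cnn1 and Fbln2 in 1 each.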

Comparison of the transcriptomes of BBN-induced tumors with subtypes from Cancer Genome Atlas (TCGA) human tumors (*n* = 408) and known luminal bladder cancer model *Upk3a-CreERT2; Trp53L/L; PtenL/L; Rosa26LSL-Luc* (UPPL) tumors and controls reveal that the *K5VP16;Pparg* mutant lesions co-clustered with luminal and luminal Papillary TCGA samples, which express a set of markers including *Pparg, Foxa1, Krt18, and Krt20* (Supplementary Fig. 3e). 

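In the mouse libraries, Pparg averaged 80.3 ± 59.4 normalized counts (SD, n = 3) in basal tumors and 5779 ± 2081 (SD, n = 5) in luminal tumors. Its log2 fold change was 6.59 (standard error 0.68, limma adjusted p = 0.00225), with transgene reads not told apart, and stayed between 5.59 and 7.17 without each library in turn. Krt18 rose by 3.59 (standard error 0.69, limma adjusted p = 0.0220) and Foxa1 by 1.64 (standard error 0.37, limma adjusted p = 0.0422) on the log2 scale. The call of Krt18 was lost in 2 and that of Foxa1 in 6 of the 8 fits without one library, and Foxa1 was not called after upper-quartile scaling (limma adjusted p = 0.0613). Krt20 averaged 192 ± 164 normalized counts in basal and 2367 ± 1989 in luminal tumors without overlap between groups, a log2 fold change of 4.62 (standard error 1.23, limma adjusted p = 0.0726). The 14 luminal markers of Fig. 2p scored 4.88 higher in luminal tumors, with 13 of them higher and 8 called, or 12 adjusted over the list alone, and the groups did not overlap (exact two-sided permutation test, p = 0.0179, the smallest that 3 against 5 libraries allow). The human tumors and the UPPL model were not analysed here.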

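Among basal markers, Cd44 averaged 14926 ± 3085 normalized counts (SD, n = 3) in basal tumors and 7355 ± 1597 (SD, n = 5) in luminal tumors, a log2 fold change of -1.03 (standard error 0.28, limma adjusted p = 0.0738) without overlap between groups. Krt14 averaged 252976 ± 150806 normalized counts against 62881 ± 51293 without overlap between groups, a log2 fold change of -2.79 (standard error 1.13, limma adjusted p = 0.201). Krt6a (-2.56) and Krt5 (-1.57) had negative log2 fold changes with limma adjusted p of 0.2001 and 0.359, and in both genes the groups overlapped. One luminal library held 4731 normalized counts of Krt5, far below the other 4, and without one of the libraries Krt6a was called (limma adjusted p = 0.0453). The 7 basal markers of Fig. 5 were all lower in luminal tumors, 1 of them called when adjusted over the list alone, and their score fell by 2.25, which did not exceed the spread between libraries (exact two-sided permutation test, p = 0.161).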

Control basal lesions from BBN-treated *VP16;Pparg*^*fl/fl*^ mice co-clustered with the Basal Squamous TCGA samples, which express a set of markers including *CD44, Krt5, Krt14, and Krt6a* (Supplementary Fig. 3e). 

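Limma camera called 6 metabolic Reactome sets higher in luminal tumors. Glutathione conjugation had a median log2 fold change of 2.36 over 29 genes, 25 of them higher (limma camera adjusted p = 2.49e-10), and biological oxidations one of 1.13 over 100 genes, 71 of them higher (adjusted p = 7.11e-08). These sets were also called under fry in limma, with adjusted p of 0.00623 and 0.0158. The sets for lipids and lipoproteins, for fatty acid, triacylglycerol and ketone bodies, for very long-chain fatty acyl-CoAs and for sphingolipids had medians from 0.35 to 0.58 and were called by camera but not by fry. No set was called with an estimated correlation between genes. The score of the lipid genes scored at 4 days differed by -0.29 between luminal and basal tumors (exact two-sided permutation test, p = 0.393), and by 0.12 when the median of the list was taken in place of the mean. Without one library it was 0.02.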

Pathway analysis revealed upregulation of genes related to metabolism in *K5VP16;Pparg* mutant lesions (Fig. 3y), which is not surprising given the known role of *Pparg* as a regulator of mitochondrial biogenesis and fatty-acid metabolism. Oil-red-O staining showed accumulation of lipid droplets in the urothelium of *K5VP16;*Pparg1 month after Tamoxifen induction, however, we did not observe lipid droplets in the *K5VP16;Pparg* mutant luminal tumors (Supplementary Fig. 3c, d). Pathways related to cell cycle, T-cell activation, and cytokine signaling are downregulated in the *K5VP16;Pparg* mutant lesions, suggesting the immune response is dampened in the *Pparg* activated luminal tumors (Supplementary Fig. 3e). 

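The 43 S phase genes fell by 1.45 and the 54 G2/M genes fell by 1.70 in their scores in luminal tumors, with 39 and 52 genes lower (exact two-sided permutation tests, p = 0.0714 for each, the groups overlapping). Adjusted over each list alone, 17 and 23 genes were called. Both p were 0.0286 in 2 of the 8 fits without one library, an exact permutation test of fewer libraries. Limma camera called both lists (adjusted p = 3.95e-09 and 5.46e-14) and the Reactome sets for the cell cycle, DNA replication and S phase lower, and fry called none of these. The Reactome sets for T-cell receptor signaling, with 47 genes tested, and for cytokine signaling in the immune system, with 212, had median log2 fold changes of -0.34 and -0.18 and were not called (limma camera adjusted p = 0.0782 and 0.264). The set for interferon gamma signaling was not called either (limma camera adjusted p = 0.116). Without one library, the T-cell receptor set was called in 4 fits, down to a limma adjusted p of 0.0113, and the interferon gamma set in 3, down to 0.00292. From the lower pathways, the paper proposes that the immune response is dampened in luminal tumors.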

Taken together, these findings suggest activating *Pparg* in activated basal cells can induce basal tumors to adopt a luminal fate.

### *Pparg* induced luminal tumors are immune cold

An important distinction in the classification of tumors is whether the tumor is immune “hot” or immune “cold.” Hot tumors are characterized by increased immune cell trafficking, an abundance of inflammatory cytokines and antigen-presenting cells, increased T-cell activation, and increased major histocompatibility complex expression. Cold tumors have low to no immune cell trafficking, impaired T-cell activation, an abundance of myeloid-derived suppressor cells, and regulator T cells that release immunosuppressive cytokines^73,74^. Human basal and luminal MIBCs demonstrate varying degrees of immune infiltration and respond differently to checkpoint inhibitors. Immune infiltration is mostly associated with the basal/squamous and stroma-rich subtypes of MIBC, whereas the luminal subtypes are often immune cold^21^, suggesting that the tumor microenvironment in bladder cancer is driven by subtype-specific differences. However, whether the immune exclusion phenotype is due to active immune suppression in the luminal subtypes largely unknown. *Pparg* is known to regulate a number of immune responses, including NF-kB suppression and interactions with the AP1 pathways^75–78^. Unsupervised clustering of *K5VP16;Pparg* mutants and *VP16;Pparg*^*fl/fl*^ control tumors using previously established immune gene signature demonstrated overall low levels of the immune response, similar to the UPPL luminal bladder cancer model (Fig. 4a,^35^). In contrast, the control tumors showed very active immune signatures (Fig. 4a). 

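The immune signature of Fig. 4a was not used here, and 7 lists of marker genes fixed in advance were scored instead. All 7 scores were lower in luminal tumors. Leukocyte genes averaged 9.99 ± 1.24 (SD, n = 3) in basal tumors and 8.34 ± 0.59 (SD, n = 5) in luminal tumors. Macrophage genes averaged 10.39 ± 0.98 and 7.44 ± 1.59, and B cell genes 4.30 ± 1.85 and 2.05 ± 0.33. In these 3 lists the groups did not overlap (exact two-sided permutation tests, p = 0.0179). The score of dendritic cell genes fell by 1.80 (exact two-sided permutation test, p = 0.0357). This p rose above 0.05 in 6 of the 8 fits without one library, and that of the macrophage genes in 2. Those of T cell genes, cytotoxic and NK cell genes and neutrophil genes fell by 1.85, 2.09 and 1.66, within the spread between libraries (exact two-sided permutation tests, p = 0.268, 0.214 and 0.339). One basal tumor scored 8.49 for T cell genes and the others 2.91 and 4.12, and without it the direction of the T cell list in limma camera turned (adjusted p = 0.0803 with all libraries and 0.788 without it). Over all fits without one library this limma adjusted p was as low as 0.000513. Genes of non-immune cells were lower too. The fibroblast score fell by 4.03 and the smooth muscle score fell by 4.59.

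**Figure D2:**
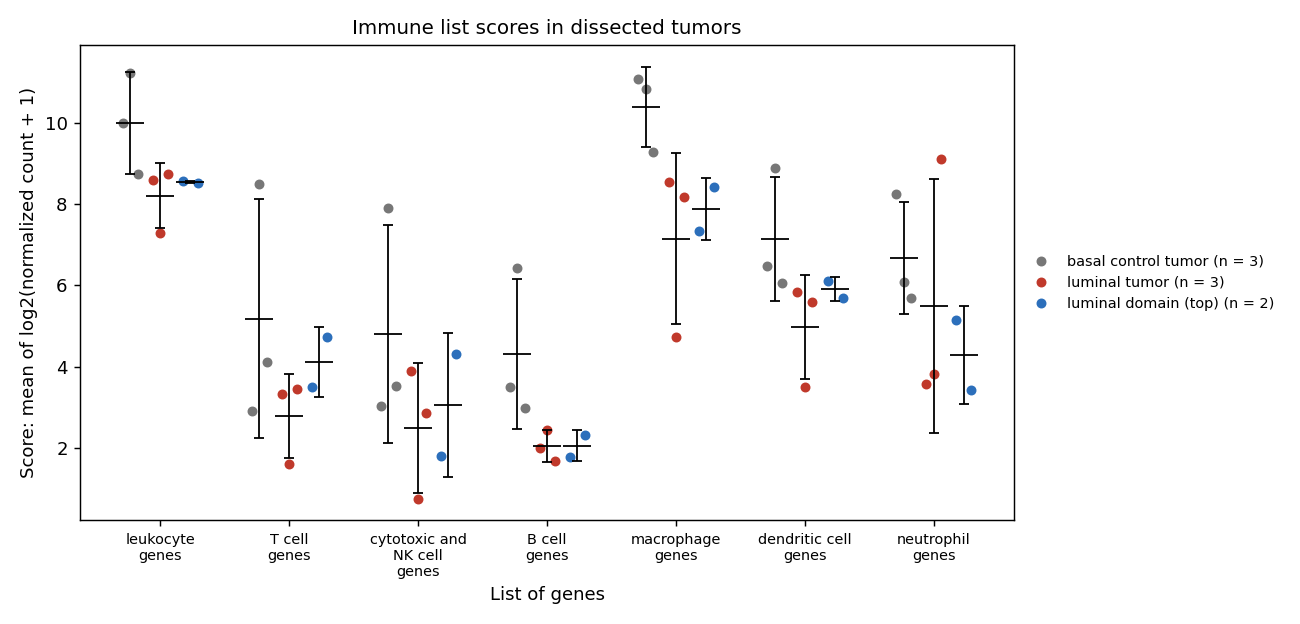
Scores of 7 lists of immune genes, as the mean of log2(normalized count + 1), in 3 basal control tumors, 3 luminal tumors and 2 luminal domains of mixed lesions. Each point is a library, the horizontal bars are group means and the error bars are SDs. One basal tumor has the highest T cell score.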

To further investigate these findings, we compared expressions of Nf-kb subunit p65 and Cd45 in *K5VP16;Pparg* mice and *VP16;Pparg*^*fl/fl*^ controls (Fig. 4b–e). Immunostaining of control basal tumors revealed widespread nuclear expression of p65, indicating that Nf-kb is activated throughout the tumor. In addition, we observed numerous infiltrating Cd45+ leukocytes (Fig. 4c, e). Analysis of p65 expression in *K5VP16;Pparg* mutant tumors, reveal little if any nuclear expression, suggesting that Nf-kb is inactive in the mutants. Likewise, we did not observe infiltrating immune cells in these lesions based on Cd45 expression. *Pparg* actively represses Nf-kb expression, suggesting that Pparg is likely to be important for inducing the immune cold phenotype in luminal tumors.

**Fig. 4:**
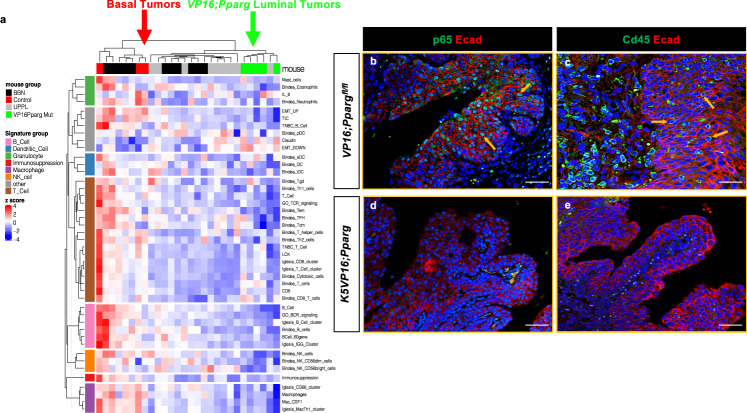
K5VP16;Pparg tumors are immune cold. **a** Immune gene signatures of *K5;mTmG* control tumors, *K5;VP16;Pparg;mTmG* mutant tumors, tumors induced by BBN, and UPPL primary tumor samples. Expression of p65 and E-cadherin in controls (**b**) and in *K5VP16;Pparg* mutant tumors (**d**). Expression of Cd45 and Ecad in controls (**c**) and in *K5VP16;Pparg* mutant tumors (**e**). Yellow arrows in **b** and **c** denote p65 and Cd45-expressing cells in control tumors. Scale bars, 100 μm.

### A subset of luminal tumors in *K5VP16;Pparg* mutants undergo a shift toward the basal subtype

During the course of our analysis, we observed a domain in a few luminal tumors that appear to be more basal in character than luminal (Fig. 5a, e). Mixed subtypes were observed n 15/70 lesions in *K5VP16;Pparg* mutants 4 months after Tamoxifen induction (Table 1, Supplementary Fig. 4a). However, these mixed subtype tumors were rare in animals analyzed 1 month earlier, where only 1/28 lesions displayed a mixed subtype (Table 1, Supplementary Fig. 4a), suggesting that the shift increases with time. Analysis with Krt6a and Krt14, markers that stain basal subtype tumors, revealed robust expression throughout basal lesions in controls that were exposed to BBN for 5 months but do not express the *VP16;Pparg* transgene (Fig. 5b). Analysis of Krt6 and K14 expression in tumors with mixed histology revealed little staining in the luminal compartment (Fig. 5f, green line), whereas staining was increased in the basal-like compartment (Fig. 5f, blue line). *Pparg* expression was undetectable in basal control tumors (Fig. 5c), whereas expression was maintained at high levels in the mutant luminal upper domain (Fig. 5g). In the basal-like portion of these mixed lesions, however, levels were lower compared with the luminal domain (Fig. 5g).

**Fig. 5:**
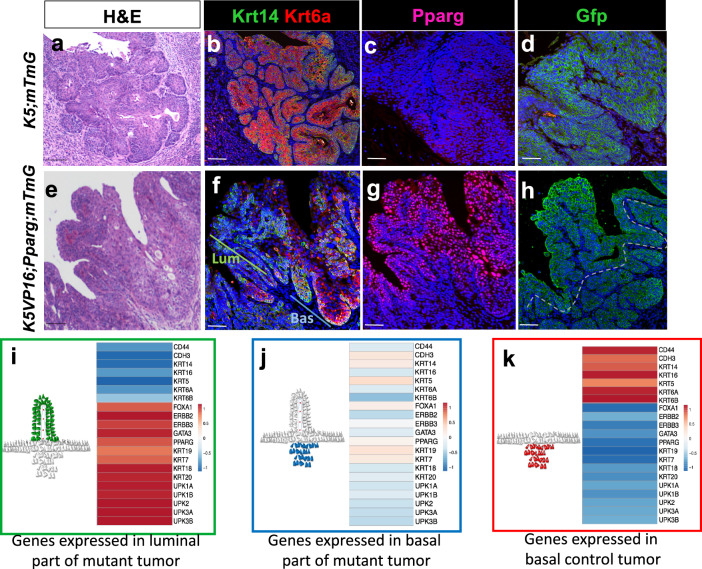
K5VP16;Pparg;mTmG luminal tumors develop basal domains. **a**–**k** H&E images of a *K5;mTmG* control tumor (**a**) and a *K5VP16;Pparg;mTmG* mutant tumor (**e**) 4 months after induction. Expression of Krt14 and Krt6a in a *K5;mTmG* control tumor (**b**) and *K5VP16;Pparg;mTmG* mutant tumor (**f**) 4 months after induction. Expression of Pparg in a *K5;mTmG* control tumor (**c**) and a *K5VP16;Pparg;mTmG* mutant tumor (**g**) 4 months after induction. Expression of Gfp in a *VP16;Pparg;mTmG* control tumor (**d**) and in a *K5VP16;Pparg* mutant tumor (**h**) 4 months after Tamoxifen induction. **i**–**k** Heatmaps and schematic representation showing tumor evolution. The luminal portion of a *K5VP16;Pparg* mutant tumor is shown in green (**i**) and the basal domain is depicted in blue (**j**). **k** shows a schematic representation of a control basal tumor, which is depicted in red. Scale bars, 100 μm.

**Table 1:** Quantification of tumor class in *VP16;Pparg* controls and *K5VP16;Pparg* mutants.

Time point	Sample	No. of luminal lesions		No. of basal lesions	Time point	Sample	No. of luminal lesions		No. of basal lesions
		Luminal only	Luminal with basal bottom				Luminal only	Luminal with basal bottom	
*4 Months K5VP16;Pparg*	Het 72	5	1	2	*4 months control*	WT 5	0	0	2
	Het 74	8	1	1		WT 3	0	0	5
	Het 51	6	3	6		WT 88	0	0	1
	Het 1	18	4	4		WT 54	0	0	3
	Het 53	2	4	3		WT 55	0	0	1
	Het 56	1	0	1		WT 2	0	0	3
	Het 57	3	0	3		WT 83	0	0	5
	Het70	5	1	4		WT 20	0	0	2
	Het 9	1	0	2		WT 19	0	0	1
	Het 75	6	1	2		WT 56	0	0	2
	Total	55	15	28		Total	0	0	25
*3 Months K5VP16;Pparg*	Het 44	8	1	3	*3 months control*	WT61	0	0	3
	Het 62	6	0	3		WT58	0	0	4
	Het 50	2	0	0		WT59	0	0	4
	Het 4	7	0	1		WT 5	0	0	4
	Het 7	4	0	3		WT81	0	0	3
						WT22	0	0	2
	Total	27	1	10		Total	0	0	20
*2 Months K5VP16;Pparg*	Het70	4	0	0	*2 months control*	WT50	0	0	1
	Het 56	1	0	0		WT49	0	0	1
	Het 62	2	0	0		WT40	0	0	2
	Total	7	0	0		Total	0	0	4
*1 Month K5VP16;Pparg*	Het 8	0	0	0	*1 month control*				
	WT 66	0	0	0					
	Het 50	0	0	0		WT 70	0	0	0
	Het 10	0	0	0		WT 79	0	0	0
	Total	0	0	0		Total	0	0	28

Overall classification and quantification of lesions observed in *VP16;Pparg* controls and *K5VP16;Pparg* mutants at the indicated timepoints. Pathologic classification is based on the analysis of H&E-stained samples.

Lineage tracing of *K5;mTmG* controls, revealed Gfp expression throughout Basal subtype tumors (Fig. 5d). Analysis of *K5VP16;Pparg*;*mTmG* mice revealed Gfp-labeling both in the luminal domain and in the basal-like domain of mixed subtype tumors, indicating that both luminal and basal-like compartments arose from cells expressing the *K5VP16;Pparg*;*mTmG* transgene (Fig. 5h). The observations that (i) number of tumors with the mixed basal/luminal subtype increases with time, (ii) that these tumors express *Ppar*g both in luminal and basal-like domains (iii) that both luminal and basal domains are Gfp positive, suggests that lower basal-like domain derived from the upper luminal tumor, and had begun to shift from a luminal to a basal subtype.

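Laser capture gave 3 libraries of the luminal (upper) domain, 3 of the basal-like (lower) domain and 3 of basal tumors of control mice. The basal tumors, and the luminal domains counted among the luminal libraries above, are the same libraries as there. The comparison of luminal domains with basal tumors is therefore not independent of that of luminal with basal tumors. The values were made as for the other tumors, in one table with the luminal domains and the basal tumors and in another with both domains. In the first table normalized counts summed to between 43223602 and 46690609 per basal tumor (median 45372672) and between 47731703 and 52984337 per luminal domain (median 52548179). In the second they summed to between 48742772 and 53904714 per luminal domain (median 53009588) and between 42985095 and 49299308 per basal-like domain (median 46860386). The columns carry no replicate number, so the domains of one lesion were not paired, and the tests leave any such pairing out. In the first table 14921 genes were tested and 377 called, 254 higher and 123 lower in the luminal domain (limma, adjusted p under 0.05). Leaving out any one luminal domain library gave 0, 0 and 3 genes, and leaving out one basal tumor gave 22 to 467. Among genes chosen by the rule set in advance, the largest rises were those of Vsig2, Tmem246, Upk3b, Pate14 and Snx31, with log2 fold changes from 9.32 to 9.85. The largest falls were those of Cnn1 and Nat8l, listed at 0 in all 3 luminal domains, and of Fbln2, Mfap5 and Fst, with log2 fold changes from -8.16 to -9.02. Each of these calls was lost in 3 to 5 of the 6 fits without one library. Without the trend in eBayes 107 genes were called. In the second table 14874 genes were tested and 0 were called, with 757 genes at an unadjusted p under 0.05, and 20 genes were called without the trend. The groups did not overlap in 10.8% of these genes, where chance gives 10%. The authors' deposited table for the domains lists 177 genes under the threshold. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.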

To further characterize changes in the mixed subtype lesions, we performed RNA-seq analysis using laser capture to collect tissue from the luminal and basal-like domains separately, as well as from basal subtype controls. Analysis of basal subtype controls revealed high levels of expression of basal subtype markers, including *CD44*, *Krt6a*, *Krt14,* and *Krt16*, whereas expression of luminal markers was low (Fig. 5k, Supplementary Fig. 4b). 

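In the table with the luminal domains, Krt14 averaged 274271 ± 163306 normalized counts (SD, n = 3) in basal tumors, Krt6a 87175 ± 51418, Cd44 15571 ± 3102 and Krt16 14529 ± 15922. Of the luminal markers, Pparg averaged 85.9 ± 63.9 normalized counts in these tumors, Upk2 67.1 ± 56.9, Upk3b 20.1 ± 29.4 and Krt20 199 ± 170.3. Krt7, at 41237 ± 35562 normalized counts, and Krt19, at 30979 ± 13741, were higher than these. The 7 basal markers of Fig. 5 scored 14.14 ± 1.20 and the 14 luminal markers 8.97 ± 0.82 (SD, n = 3).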

Analysis of the upper luminal domain of mixed subtype lesions revealed a pattern of expression typical of luminal tumors; basal markers were downregulated and luminal markers including *Pparg*, *Upks*, *Krt20*, *Gata3,* and *Foxa1* were upregulated (Fig. 5i, Supplementary Fig. 4b). 

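All 14 luminal markers of Fig. 5 were higher in the luminal domain than in basal tumors, by 4.66 in their score, without overlap between groups (exact two-sided permutation test, p = 0.1, the smallest possible). Pparg averaged 4819 ± 695 normalized counts (SD, n = 3) in the luminal domain, a log2 fold change of 6.31 (standard error 0.86, limma adjusted p = 0.0239). Upk3b (9.53, adjusted p = 0.0237), Upk2 (7.58, adjusted p = 0.0258) and Krt19 (2.65, adjusted p = 0.0351) were also called by limma. None of these 4 was called without the trend in eBayes, and each was lost in 4 or 5 of the 6 fits without one library. Gata3 rose by 3.20 (limma adjusted p = 0.0791), Foxa1 by 1.59 (limma adjusted p = 0.0902) and Krt20 by 4.33 (limma adjusted p = 0.164). Gata3, Foxa1 and Krt6a were each called in 1 of those fits (lowest limma adjusted p = 0.0305, 0.0287 and 0.0215). Adjusted over the list alone, 13 of the 14 luminal markers were called. Of the 7 basal markers 6 were lower, none was called over all genes tested and 2 were called when adjusted over the list alone. Krt6a fell by 2.01 (standard error 0.49, limma adjusted p = 0.0781) and Cd44 fell by 0.93 (standard error 0.27, limma adjusted p = 0.110), both without overlap. Krt6b averaged 14408 ± 24107 normalized counts in basal tumors and 2680 ± 3300 in the luminal domain. On the log2 scale it differed by 0.08, and by -0.12 with upper-quartile scaling, and its change was negative in 3 of the fits without one library, down to -2.00. The score of the basal markers fell by 1.09 (exact two-sided permutation test, p = 0.2).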

Expression of most luminal markers was low in the basal-like portion of the tumor compared with the luminal upper portion (Fig. 5j, Supplementary Fig. 4b) while a subset of basal markers was upregulated, consistent with the results of immunostaining (Fig. 5j, Supplementary Fig. 4b). 

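In the table that holds both domains, each of the 14 luminal markers was lower in the basal-like domain, and their score fell from 13.65 ± 0.64 (SD, n = 3) to 12.24 ± 1.02 (SD, n = 3), without overlap (exact two-sided permutation test, p = 0.1). Pparg averaged 4876 ± 680.2 normalized counts in the luminal and 2819 ± 458 in the basal-like domain, a log2 fold change of -0.79 (standard error 0.24, limma adjusted p = 0.864). Upk1b (-1.15), Gata3 (-0.80), Krt7 (-0.53) and Upk3b (-3.26) also had negative log2 fold changes without overlap between groups, with limma adjusted p from 0.789 to 0.935. The 7 basal markers each had a positive log2 fold change in the basal-like domain, from 0.33 for Krt6b to 1.12 for Krt6a. By mean, Krt6b was lower there, at 2433 ± 1830 normalized counts against 2716 ± 3331 in the luminal domain, and its log2 fold change in the authors' deposited table is -0.16. Their score rose by 0.64 (exact two-sided permutation test, p = 0.2). Among them Cd44 alone did not overlap, with 8338 ± 1399 and 11866 ± 1128 normalized counts (log2 fold change 0.52, limma adjusted p = 0.935). The log2 fold changes of Krt16 and Krt6b turned negative in 2 and 2 of the 6 fits without one library, down to -0.07 and -0.38. None of these luminal and basal markers passed the threshold, adjusted over all genes tested or over the list alone. The 9 superficial cell markers were all lower in the basal-like domain, and 2 were called when adjusted over that list. Their scores overlapped between groups (exact two-sided permutation test, p = 0.3). In limma camera the luminal markers had an adjusted p of 4.65e-07 and the basal markers one of 0.00142, against 0.234 and 0.271 under fry.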

Pathway analysis revealed increases in genes important for metabolism and lipid synthesis, as well as glutathione-mediated detoxification, a likely response to BBN exposure and the Ppar signaling pathway. 

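In the luminal domain against basal tumors, limma camera called glutathione conjugation (median log2 fold change 2.20, adjusted p = 2.33e-09), biological oxidations (1.10, adjusted p = 3.77e-07), sphingolipid metabolism (0.71, adjusted p = 0.000320) and the metabolism of lipids and lipoproteins (0.49, adjusted p = 0.000410) higher, and each of these was also called under fry. Between the domains, 22 of 28 genes of glutathione conjugation were higher in the luminal one, the median log2 fold change of the basal-like over the luminal domain being -0.54 (limma camera adjusted p = 2.90e-05, and 0.271 under fry). The list of PPAR pathway genes scored 0.40 higher in the luminal domain than in basal tumors (exact two-sided permutation test, p = 0.2), and changed by -0.19 from the luminal to the basal-like domain (exact two-sided permutation test, p = 0.4). Limma camera called this list higher in the luminal domain than in basal tumors (adjusted p = 0.00366, and 0.0598 under fry) and lower in the basal-like than in the luminal domain (adjusted p = 0.0151, and 0.526 under fry). Without one library these calls were lost in 2 and 3 of the 6 fits, with limma adjusted p up to 0.0738 and 0.295.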

Genes upregulated in the basal portion of the mixed subtype tumors include those important for cell cycle regulation, T-cell signaling, and inflammation, which is consistent with the immune infiltrated phenotype of basal subtype tumors (Supplementary Fig. 4c). 

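Scores in the basal-like domain were higher than in the luminal domain by 0.56 for S phase genes, 1.06 for G2/M genes, 1.59 for T cell genes and 1.95 for dendritic cell genes, each without overlap between 3 and 3 libraries (exact two-sided permutation tests, p = 0.1). Of the G2/M genes 50 of 54 were higher, with 13 called when adjusted over the list alone, and of the T cell genes 15 of 16. Cytotoxic and NK cell genes rose by 2.13 and macrophage genes by 0.93, with overlapping groups (exact two-sided permutation tests, p = 0.3 and 0.2), and neutrophil genes differed by -0.45 (exact two-sided permutation test, p = 0.9). Genes of non-immune cells changed too, the fibroblast score by 1.60 with 11 of 13 genes higher, the smooth muscle score by 0.68 and the endothelial score by -0.24, with overlapping groups (exact two-sided permutation tests, p = 0.3, 0.7 and 0.8). Limma camera called the fibroblast list (adjusted p = 0.000315) and the Reactome set for collagen formation (adjusted p = 0.00161) higher, each lost in 1 of the fits without one library, with a limma adjusted p of 0.171 and 0.191. It also called the lists of S phase, G2/M, T cell, cytotoxic and NK cell, macrophage and dendritic cell genes, with adjusted p from 3.37e-23 for G2/M genes to 0.00254 for cytotoxic and NK cell genes, and no set was called under fry or with an estimated correlation. Without one library, the call of T cell genes was lost in 1 fit, that of cytotoxic and NK cell genes in 1 and that of macrophage genes in 2. The Reactome sets for T-cell receptor signaling and for cytokine signaling were not called (limma camera adjusted p = 0.0550 and 0.360), and were called in 3 and 1 of the fits without one library. For advanced luminal tumors, the paper proposes a loss of Pparg and a gain of basal features. Beside these markers and pathways, it draws on histology, immunostaining, Gfp lineage tracing and the rise of mixed lesions with time.

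**Figure D3:**
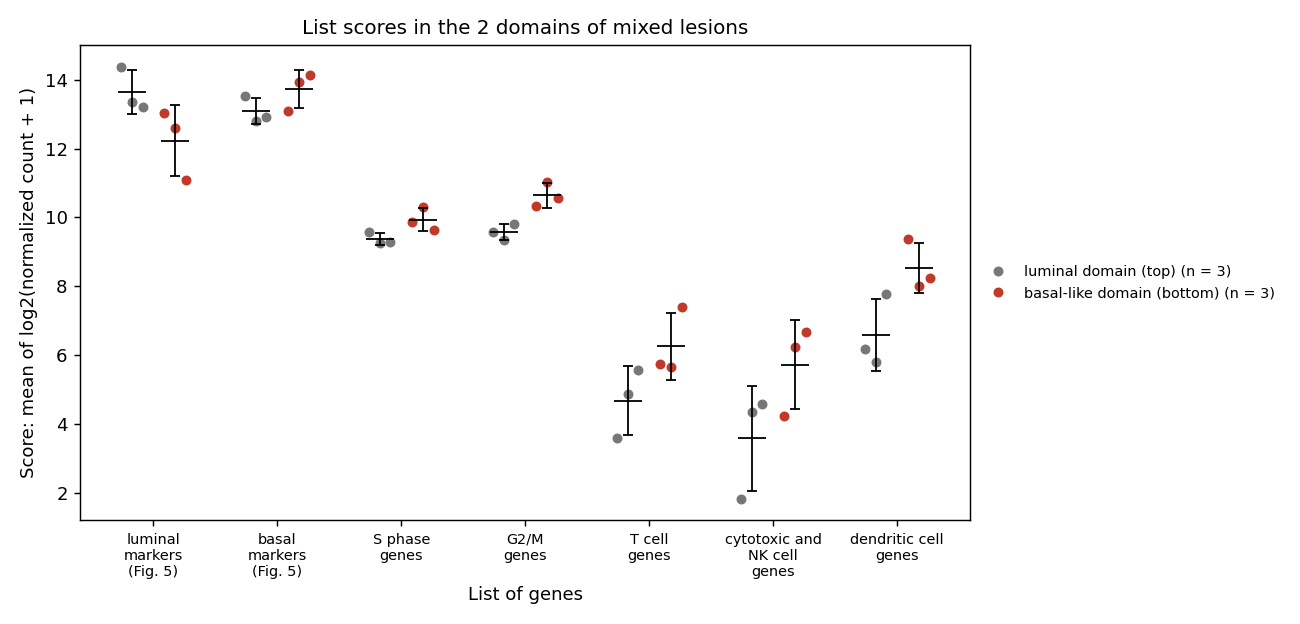
Scores of 7 lists of genes, as the mean of log2(normalized count + 1), in 3 luminal and 3 basal-like domains of mixed lesions. Each point is a library, the horizontal bars are group means and the error bars are SDs. The luminal markers lie lower and the G2/M and T cell genes higher in the basal-like domain, without overlap.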

Taken together, our observations suggest that advanced luminal tumors lose Pparg expression, display increased expression of basal markers, and develop invasive basal domains. This shift in phenotype has recently been reported in patient-derived organoids^52^ as well as in human tumors^51^. We have established a mouse model that undergoes a phenotypic shift from a luminal subtype towards a basal subtype. Luminal tumors are often classified as NMIBC, however, muscle-invasive lesions develop in 10–20% of patients diagnosed with luminal NMIBC. An important question is whether the invasive lesions develop from the original luminal tumor in a similar way as observed here since luminal tumors are generally removed by transurethral resection of tumors (TURBT), which may leave behind the basal-like invasive portion of the tumor.

## Discussion

*Pparg* has the capacity to regulate numerous cellular functions, including metabolism, fatty-acid transport, and cell-type specification. *PPARG* expression is downregulated in the basal subtype of bladder cancer, and amplification of the *PPARG* gene or activating mutations in RXR, the PPARG binding partner, are present in ~17% of luminal tumors^22,79,80^, which has led to the suggestion that *PPARG* drives luminal tumor formation. The healthy urothelium is populated by a superficial layer of S-cells which are post-mitotic, layers of I-cells that can replace S-cells when they die off during homeostasis or acute infection, K5-Basal cells that reside in the basal and suprabasal layers, and K14-Basal cells, which are rare and are confined to the basal layer. Based on lineage studies with the Krt5CreERT2 driver, K14-basal cells have the capacity to regenerate the urothelium de novo^5,11,12^, and lineage studies together with a BBN model of carcinogenesis indicate that K14-Basal cells also give rise to bladder cancers^10^. Our studies indicate that Pparg has an important role in specifying the differentiation program of K14-Basal cells. Our previous studies suggest that loss of Pparg results in the impaired differentiation of I-Cells and S-cells, increased proliferation, and squamous metaplasia. In this case, the K14-basal population expands and produces squamous cell types instead of endogenous urothelial populations^43^. The studies described here indicate that active Pparg signaling can induce K14-Basal cells to differentiate into S-cells in situ and can also shift the differentiation program in basal subtype bladder cancer toward a luminal subtype. We also observe changes in the differentiation state of luminal tumors over time that suggest a luminal to basal shift is occurring. This shift is accompanied by downregulation of *Pparg* as well as other luminal markers. Whether loss of *Pparg* is the critical factor that induces these changes is an important question.

Cigarette smoking is a major risk factor for bladder cancer^1^. Several studies indicate that carcinogens in tobacco smoke induce the formation of DNA adducts that lead to DNA damage and point mutations^81,82^. Point mutations can lead to the production of neoantigens that are recognized as foreign by resident dendritic cells or macrophages triggering an inflammatory response. Expression of the *VP16;Pparg* transgene in K14-Basal cells during homeostasis induces a terminal differentiation program, however, we find that a short period of exposure to BBN, a carcinogen or cyclophosphamide that contains acrolein alters the urothelial microenvironment, inducing an inflammatory response that may prime K14-basal cells for tumor formation.

Studies in the skin and airways indicate that K14-basal cells, which are progenitors in both tissues, respond to injury or inflammation by taking on an activated state^48,49,83^. These cells produce squamous epithelial cells instead of epidermal cell types, which upregulate Krt6a and Krt16. We find a similar situation exists in the urothelium in response to a short period of carcinogen exposure. K14-basal progenitors normally self-renew and produce K5-Basal cells that populate the basal and suprabasal layers, and I-cells daughters that differentiate into S-cells. We find that 1 month of BBN exposure or repeated exposure to cyclophosphamide induces an activation state in K14-basal cells similar to that observed in the epidermis and airways. The K14-basal population becomes proliferative, expands, and ceases producing endogenous urothelial cell types (K5-basal cells and I-cells), instead  K14-basal progenitors produce squamous cell daughters that express *Krt6a and Krt16*, which are not detected in the healthy urothelium.

The activation process in the skin is initiated by secretion of IL-1 and TNFa^84,85^, and is thought to be sustained by TNFa and TGF signaling, leading to activation of the NF-kB-signaling pathway and the associated inflammatory responses^86–89^. Consistent with this, we also observed upregulation of Il-1, TNF, IFNg, and NF-kB signaling in the bladder after short-term BBN treatment. Inflammatory reactions have long been implicated as a precursor prior to the formation of tumors in several types of cancer^90^, which in this case may be a response to neoantigen production. The basal cell activation program and squamous differentiation observed in response to injury in the urothelium and other epithelial barriers may have evolved as a mechanism for temporary repair; our studies suggest that this injury response may also be a hallmark of tumor formation in urothelial carcinoma.

RNA-seq analysis reveals downregulation of a large number of immune mediators in luminal tumors in *K5VP16;Pparg* mutants that based on the distribution of immune cells, are immune cold. In some types of cancer, with immune suppression, immune cells are observed near tumors but fail to penetrate. In luminal tumors of *K5VP16;Pparg* mutants, however, immunostaining reveals few if any immune cells in or near tumors, whereas control basal subtype tumors are immune infiltrated. Nf-kb is a master regulator of the immune response, and the *Rela* subunit p65, is transcriptionally regulated by *Pparg*^75,91^. We find abundant nuclear p65 in basal subtype tumors in controls lacking *VP16;Pparg* indicating active Nf-kb signaling, but p65 is barely detectable in luminal tumors of *K5VP16;Pparg* mutants. Although other possibilities exist, these observations raise the interesting possibility that *Pparg*-dependent suppression of Nf-kb activity may contribute to the immune cold phenotype in luminal tumors.

Intra-tumor heterogeneity and evolution have been observed in bladder cancer studies of tumor-derived organoids and mutational analysis of human tumors^52,92,93^. We observe altered histology at the base of luminal tumors in *K5VP16;Pparg* mutants that appears 4 months after Tamoxifen induction, but not before, suggesting that this phenotype is acquired over time. These domains express basal markers including Krt6a, and downregulate luminal markers. It is likely that new mutation acquisition from sustained exposure to BBN after tamoxifen induced expression of the *VP16;Pparg* transgene may be a driver of these changes, as bladder cancer has one of the highest tumor mutational burden. However, the observation that they form, and are in a basal position suggests that they may not be observed in biopsies of luminal subtype tumors taken from patients, or may remain after TURBT treatment, thus contributing to recurrence and progression from NMIBC to MIBC.

## Methods

### Mice

To generate an inducible *VP16;Pparg* mouse line, a *VP16;Pparg* cDNA was cloned into the AscI site of the CTV vector (Addgene #15912) via Gibson assembly method to generate pCTV-VP16PPARG gene-targeting vector placing a CAG promoter, a STOP cassette (Loxp-Neo-Loxp), the VP16PPARG cDNA and an IRES-EGFP into intron 1 of the ROSA26 gene. The VP16PPARG is expressed from a synthetic CAG promoter after the removal of the STOP cassette by Cre recombinase. The pCTV-VP16PPARG gene-targeting vector was linearized by AloI and electroporated into KV1 (129B6 hybrid) ES cells to generate targeted ES cells with modified ROSA26-CAG-STOP-VP16Pparg allele. The targeted ES cells were injected into the C57BL/6N blastocysts to generate germline chimeras. The male chimeras were bred to wild-type C57BL/6N females to transmit the ROSA26-CAG-STOP-VP16PPARG-IRES-EGFP allele. For conditional tissue-specific expression of the *VP16;Pparg*, the master ROSA26-CAG-STOP-VP16PPARG-IRES-EGFP mouse line was crossed to *Krt5Cre*^*ERT2*^ and induced by Tamoxifen. *mTmGfl/fl* (Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J) mice were obtained from Jackson Laboratory (stock #007576). *K5Cre*^*ERT2*^ mice (FVB.Cg-Tg(KRT5cre/ERT2)2Ipc/JeldJ) were obtained from D. Metzger and P. Chambon. Primers used for genotyping are detailed in Supplementary Table 1. All work with mice was approved by and performed under the regulations of the Columbia University Institutional Animal Care and Use Committee. Animals were housed in the animal facility of Irving Cancer Research Center, Columbia University. Animals were housed in a standard cage of 75 square inches at or below the maximum cage density permitted by IACUC protocol. The temperature was maintained between 68 and 79 °F. Humidity was maintained between 30 and 70%. A timed-controlled lighting system was used for a uniform diurnal lighting cycle.

### Human specimens

Bladder tumors were obtained from patients undergoing TURBT at Columbia University Irving Medical Center. All patients gave informed consent under the Columbia University Institutional Review Board-approved protocols.

### Intraperitoneal tamoxifen induction

Mice (8–12 weeks of age) were injected with tamoxifen (Sigma cat#T5648) dissolved in corn oil, at a dose of 5 mg per 30 g body weight for three times over the course of one week.

### Ultrasound-guided tamoxifen induction

Mice (8–12 weeks of age) were injected with 150 μL of 4-OHT dissolved in DMEMF12/Tween 80 at a dose of 80 μg/mL every other day for two dosages using a VEVO 3100 Ultrasound Imaging System (FUJIFILM VisualSonics, Toronto, Canada) located within the mouse barrier in the Herbert Irving Cancer Center Small Animal Imaging facility.

### BBN treatment

BBN (0.05%; Sigma cat#B8061-1G) was administered in the water supply daily for 3.5–24 weeks to induce bladder cancer. Mice were euthanized at 3.5 or 24 weeks. All bladders were removed and embedded for sectioning and staining.

### Laser capture microdissection (LCM)

Five-month BBN *K5VP16;Pparg* and control bladders were flash-frozen sagitally in OCT and stored at −80°C. The specimen blocks were placed in the Leica CM3050 cryostat chamber for 5–10 min to temperature equilibrate. The tissue was sectioned at 5 μm on Arcturus PEN Membrane glass slides (Applied Biosystems cat#LCM0522) and the slides were immediately stored at −80°C. In all, 1 h prior to LCM, slides were removed from the −80°C and stained with Arcturus HistoGene Staining Solution (ThermoFisher Scientific cat#KIT0415) according to the manufacturer’s protocol. Tissue was then laser captured on a Zeiss AxioObserver.Z1 inverted microscope into AdhesiveCap 200 opaque caps (Zeiss cat#000830-19). In total, 240 μL of RLT Lysis Buffer (Qiagen cat#1015750) was then added to the captured tissue. The suspension was then processed for total RNA extraction. Samples with a RIN (regulation identification number) >6.5 were used for RNA-seq. These samples then were sequenced according to the steps listed in the RNA-Sequencing method.

### Single-cell dissociation

Cold active protease (CAP), was prepared and stored on ice (5 mM CaCl2, Sigma cat#21115, 10 mg/mL Bacillus Licheniformis protease, Sigma cat#P5459, 12.5 U/mL DNAse, Sigma cat#4716728001). Mice were perfused with 20 mL of CAP using a small vein infusion set (Kawasumi cat#D3K2-23G) and two 10 mL syringes per mouse. Bladders were dissected and immediately put in a 60 mm × 15 mm petri dish (Fisherbrand cat#FB0875713A) containing CAP on ice for 10 min. The bladders were then transferred to HBSS media (ThermoFisher cat#14170-112) containing 1% bovine serum albumin (Sigma cat#A2058) and 0.1% glucose, where they were inverted and the urothelium was manually separated from the stroma. The cell suspension was then collected into a 1.5 mL Eppendorf tube on ice and gently triturated until the cells were in a single-cell suspension.

### RNA-sequencing

For homeostasis experiments, *K5VP16;Pparg;mTmG* and *K5;mTmG* single-cell suspensions were filtered through a 70 μm filter (Fisherbrand cat#22363548) and then sorted on a BD Aria II Cell Sorter using a 130 μm nozzle aperture and 13 psi pressure to collect GFP-positive cells. Gating strategy was performed on BD FACSDiva Software v 8.0. Cells were then centrifuged at 500 × *g* for 30 min at 4°C. The supernatant was discarded, and the pellet was processed for total RNA extraction. Samples with a RIN (regulation identification number) >8 were used for RNA-seq. The libraries were prepared using the SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (TaKaRa) followed by Nextera XT (Illumina), both according to manufacturer’s instructions. They were sequenced to a targeted depth of 40 M 2 × 100 bp reads on a NovaSeq 6000 (Illumina). Differential expression analysis was performed by reading kallisto counts files into R using the R packages tximport (v.1.10.1) and biomaRt (v.2.34.2), and running DESeq2 (v.1.18) to generate log fold change values and *p* values between the two experimental groups. The heatmap and PCA plots were visualized after transforming the counts using VST (variance stabilizing transformation). Gene set analysis by ConsensusPathDB (Kamburov, A. et al. 2013) was used to identify significantly changed pathways.

### Heatmaps

RNA reads were aligned to the mouse reference genome(mm10) using STAR (v2.5.3a). The transcript levels were then quantified using SALMON (v0.9.1). Count data were extracted from SALMON output using Tximport (Bioconductor), and normalized and log2-transformed using DESeq2 (Bioconductor). Heatmaps were generated by ComplexHeatmaps^94^. Box plots of selected genes were generated by ggplot2(R 3.6.2). Significance was calculated using Mann–Whitney *U* test. Heatmaps used unsupervised clustering of *VP16;Pparg* mouse tumors and BBN/UPPL mouse tumors across previously established immune gene signatures^35^. Each gene signature was calculated as the *z* score of the average value of all genes included in the signature. Gene expression of murine tumors and human tumors from The Cancer Genome Atlas (TCGA; *n* = 408) was combined using upper quantile normalization and co-clustered using basal/luminal marker genes.

### Statistics and reproducibility

All quantitation was performed on at least three independent biological samples, using the ImageJ software. Data presented in box plots are mean values ± s.e.m. Statistical analysis was performed using the R version 4.0.4. In two group comparisons, statistical significance was determined using Mann–Whitney *U* test, considering a value of *p* < 0.05 as significant. The number of samples used in the experiments is included in figure legends. All immunostainings and H&E experiments were performed with at least three biological replicates and three technical replicates for each condition.

### Immunostaining

Bladders were embedded in paraffin and serial sections were generated. For immunohistochemistry, paraffin sections were deparaffinized using HistoClear and rehydrated through a series of Ethanol and 1× phosphate-buffered saline (PBS) washes. Antigen retrieval was performed by boiling slides for 15 min in pH 9 buffer or 30 min in pH 6 buffer. Primary antibodies in 1% horse serum were incubated overnight at 4°C. The next day, slides were washed with PBST three times for 10 min each, and secondary antibodies were applied for 90 min at room temperature. DAPI (4′,6-diamidino-2-phenylindole) was either applied as part of the secondary antibodies cocktail or for 10 min, for nuclear staining and then the slides were sealed with coverslips. The conditions of antibodies used are detailed in Supplementary Table 1.

### Fluorescent microscopy

Zeiss Axiovert 200 M microscope with Zeiss Apotome were used to collect immunofluorescent images. Bright-field images were collected using a Nikon Eclipse TE200 microscope. Data were analyzed using the Fiji package of ImageJ (v.1.0) and Photoshop screen overlay method (v. 21.1.0).

### Cartoon schematics

Schematics were adapted from “Oral Tolerance Experiment”, by BioRender.com (2021). Retrieved from https://app.biorender.com/biorender-templates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data sets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository under GEO accession number GSE172656. The TCGA bladder cancer data set can be accessed from The Cancer Genome Atlas at https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga. The remaining data are available within the Article and Supplementary Information Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

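RNA-seq of mouse bladder was analysed from 4 control and 5 K5VP16;Pparg libraries of Gfp-positive basal cells sorted 4 days after induction, and from laser-captured tumor cells of BBN-treated mice, namely 3 basal tumors of controls, 3 luminal tumors, 3 luminal domains and 3 basal-like domains of mixed lesions. The authors mapped reads with kallisto, summed transcript estimates to gene symbols with tximport, and normalized each table on its own with DESeq2. The deposited signal values are these normalized counts, which the authors made by dividing by normalization factors that differ from gene to gene. Whole reads could therefore not be recovered from them, and the depth of each library in reads is not known. The deposited log2 values are the fold changes that the authors computed with DESeq2, and each deposited p-value comes from the authors' Wald test in DESeq2, with their own adjustment. For these kallisto tables the genome build and the transcript index are not stated. The paper gives mm10 for an alignment with STAR, which it describes with its heatmaps. Symbols in the tables were matched to mouse gene names for 98.2% of genes, and to an annotation of assembly GCF_000001635.26 (GRCm38.p6) only for chromosomes and pseudogene parents. Each file used is a table of 4-day, tumor or domain libraries, and comparisons were made within a table. Samples were assigned to conditions by their labels. The libraries of wild-type mice with and without 1 month of BBN are not used here, because nothing said which columns of their table belong to which condition. For the sorted cells, given in 2 tables, the one with more libraries was used and the other was an alternative. For the tumors the smaller table holds luminal domains alone, which is a comparison of its own.

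Genes with at least 10 normalized counts in at least as many libraries as the smaller group were tested in R 4.3.3 with limma 3.58.1, by lmFit and eBayes with a trend on log2(normalized count + 1), and p was adjusted with the Benjamini-Hochberg method at 0.05. A gene with fewer normalized counts was not tested, and at low values this log2 scale understates a change. Scores are the mean of these log2 values over a list, 22 lists in all, compared by exact two-sided permutation of the libraries. The same lists and 16 Reactome sets, read with fgsea 1.28.0, were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation (statmod 1.5.0) beside it. The paper used ConsensusPathDB, which was not used here, and the Reactome sets are those nearest in name to its pathways. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The genes named are those that the paper names for a comparison and the 5 largest rises and falls among called genes whose groups do not overlap, with a mean of at least 100 normalized counts in the higher group and without predicted genes. Cel, Clps and Pnlip fall outside this rule.

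The tests were run on simulated libraries with the real means and spread. In these, 200 genes were changed by known amounts, each at least 1 on the log2 scale, so smaller changes were not covered. Each gene was drawn independently from a normal distribution, so correlation between genes and outlying libraries were not simulated. In the 4-day design 80.0% of the changed genes were recovered and 6.43% of calls were false. In the design of luminal against basal tumors these shares were 25.5% and 3.77%, in that of the luminal domain against basal tumors 20.5% and 6.82%, and in that of the domains 20.5% and 2.38%. With no gene changed, 0 genes were called in each design. The alternatives tried were other pseudocounts and filters, eBayes without a trend or robust, array weights, quantile and upper-quartile scaling, a threshold on the fold change, medians in place of means for scores, the smaller table of a comparison, and each library left out in turn.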

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

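The tests on the sex of the animals and on the share of urothelial cells were chosen after the result was seen, and the second fibroblast list was fixed before its values were seen. In 177 groups of 4 or 5 libraries, 1 library lay far from the others in 14 groups, where chance gives about 1 in 20, or 8.85.

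Y-linked genes scored 5.59 in one 4-day control and 11.05 to 11.11 in the other 3, and all 5 mutants lay at the lower level. The same control had the highest score of S phase genes, 9.37 against 8.36 to 8.53. The sex of the animals is a candidate explanation for part of the difference between the groups. If it were the cause, that control should lie at the mutants' level over the genes called without it. Placed at 0 for the other controls and at 1 for the mutants, its median was 0.288 over 192 such genes with a log2 fold change of at least 1 in either direction, pseudogenes and Y-linked genes left out, while the other controls, left out in turn, lay at 0.152, 0.104 and 0.189. Most of the distance was therefore not shared by the control low in Y-linked genes, but a single library cannot exclude an effect of sex. With the Y-linked score as a covariate, which leaves that control alone to separate sex from genotype, 25 genes were called, of which 23 were among the 467. Without that control 357 genes were called. Sex and genotype cannot be told apart for the other libraries. The table of 3 against 3 libraries leaves that control out. All 4 controls held 207 to 467 normalized counts of Fabp4 and each mutant at least 4969, and Nxph1 was listed at 0 in all 4 controls, which argues against a wrong genotype label on that library. Sex as a biological difference between animals stays open, since these tests do not decide on it.

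Among single genes in the 4-day controls, the library low in Y-linked genes was also high in Rdh11 (9.95 on the log2 scale, the others 9.56 to 9.57) and in Pla2g4f (3.06, the others listed at 0). Another control was high in Rps18-ps3 (8.55, the others 7.46 to 7.48) and low in Sprr2g (2.86, the others 3.34 to 3.38). Sprr2g and Pla2g4f lie near the floor in all controls. Rps18-ps3 is a pseudogene and can share reads with its parent. No biological explanation was tested for these 4 genes.

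In one 4-day mutant the basal markers of Fig. 2p scored 9.48, the others 8.08 to 8.47, and Fabp4 lay at 14.90, the others at 12.28 to 12.90. Both values come from the same library. Without it 311 genes were called in place of 467. Its total of normalized counts was within the range of the other mutants, and the cause was not tested.

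In luminal tumors, one library had a retinoid score of 10.47, the others 6.99 to 7.71, and without it 878 genes were called in place of 513. Another had the lowest leukocyte score, 7.28 against 8.51 to 8.73, and the lowest score of dendritic cell genes, 3.51 against 5.58 to 6.11, and without it 249 genes were called. In the latter library Krt5 was low as well (12.21, the others 15.41 to 16.69). Penk was high in one library (6.26, the others 0.00 to 0.97), and Cnn1 was above 0 in one library alone (2.23, the others listed at 0). The 5 libraries come from luminal tumors and from luminal domains, so the lesion is an open biological difference, untested, as is the share of stromal cells in each capture.

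The paper does not report fibroblast genes at 4 days. Their score was 2.16 higher in mutants than in controls, without overlap between groups (exact two-sided permutation test, p = 0.0159), and each of the 14 genes tested was higher. A second list of 15 fibroblast genes rose by 1.23 (exact two-sided permutation test, p = 0.0952), with 13 genes higher and 0 called. Of its 5 most abundant genes 4 rose, among them Sparc by 1.10 and Serping1 by 0.70, whereas the most abundant, Gsn, fell by 0.40, and of the others Thy1 fell by 0.17. Gsn is abundant in the sorted cells of controls as well, at 74655 normalized counts, which would hide a small share of fibroblasts. Smooth muscle genes scored 1.27 higher and endothelial genes 0.76 higher (exact two-sided permutation tests, p = 0.0238 and 0.0635), and leukocyte genes changed by -0.08 (exact permutation p = 0.659). Fibroblasts among the sorted cells and a change within the sorted cells cannot be told apart with these values. A lower share of urothelial cells with all other cell types higher alike is argued against, because the fibroblast score rose by 2.24 relative to the leukocyte score (exact two-sided permutation test, p = 0.0159). The change of genotype stays open as a biological explanation, untested.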

How the results depend on the processing

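The Y-linked score as a covariate and the pathway sets without Y-linked genes and pseudogenes were tests chosen after the result was seen, and the other alternatives, the lists and the designs were chosen before the data were examined. Tests of whole reads with edgeR and DESeq2 were planned and not run, because whole reads could not be recovered. From the labels, no paired analysis was possible because the columns carry no replicate numbers. The tests between the domains leave any pairing by lesion out. Pseudogene shares may still hold the pairing. In listed order, Rps2-ps13 held 0.06%, 60.0% and 46.7% of its sum with Rps2 in luminal domains, and 0.05%, 60.9% and 47.6% in basal-like ones. Rps2-ps10 held 0.49%, 49.3% and 21.0% of its sum with Rps2 in luminal domains, and 0.44%, 52.7% and 20.5% in basal-like ones. Atp6v0c-ps2, Rnps1-ps, Rps18-ps5 and Rps18-ps6 kept the same order in both domains as well. The Rpl35a pseudogenes were lowest in the first library of each domain, with the others close together. Tgif2-ps2 did not match, at 12.1%, 2.42% and 7.96% against 8.72%, 11.0% and 0%. No pairing was made from such shares, so the 0 genes called between the domains holds for unpaired tests alone.

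At 4 days 467 genes were called. The count was 1054 with array weights, 269 without the trend in eBayes, 147 in the table of 3 against 3 libraries, 266 with a log2 fold change of at least 1, where the added threshold removes genes, and 25 with the Y-linked covariate. It stayed within 1.5 times under the other alternatives, but the split moved from 290 higher and 177 lower (62.1% higher) to 270 higher and 287 lower (48.5%) after quantile normalization. Between luminal and basal tumors 513 genes were called, 337 without a filter and 215 without the trend, which moved the share higher from 73.7% to 61.4%. Upper-quartile scaling moved it to 61.7%, and its median over all genes to -0.30 from -0.10. Between the luminal domain and basal tumors 377 genes were called, 144 without a filter and 107 without the trend, and upper-quartile scaling gave 164 higher and 131 lower in place of 254 and 123, with a median of -0.19, against 0.01. Between the domains 0 genes were called under every alternative except eBayes without the trend, which gave 20 (14 higher and 6 lower). At an unadjusted p under 0.05 there were 757. The cause of these changes was not tested, apart from the threshold named above.

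Camera called 17 lists and sets at 4 days, 26 between luminal and basal tumors, 22 between the luminal domain and basal tumors and 20 between the domains. Under fry the numbers were 11, 8, 14 and 0, and with an estimated correlation 0 in each comparison. Without Y-linked genes and pseudogenes 17 were called at 4 days. Of 22 scores, 8 did not overlap between groups at 4 days and 6 between the domains, and with medians in place of means 3 and 3, the cause of which was not tested.

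With each library left out in turn, the genes called ranged from 129 to 596 at 4 days, from 171 to 878 between luminal and basal tumors and from 0 to 467 between the luminal domain and basal tumors, and were 0 between the domains. Sets called by camera ranged from 15 to 19, from 21 to 31, from 20 to 24 and from 14 to 24 in the same order. Scores without overlap ranged from 8 to 10, from 8 to 12, from 10 to 12 and from 6 to 12. Such fits have fewer libraries. Fabp4 at 4 days kept its call in each of these fits (log2 fold change from 4.18 to 4.84) and under every alternative but the Y-linked covariate. Pparg in luminal against basal tumors kept its call in each of these fits (5.59 to 7.17) and under every alternative (6.39 to 6.96).

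A direction changed in 23 cases over 18 results under an alternative other than a library left out, and the cause was not tested. The tumor table of 3 against 3 libraries holds basal tumors and luminal domains, so it is the comparison of the luminal domain and not another setting for luminal tumors, and it is left out of the counts and ranges here. In it the endothelial list and the set of cytokine signaling turned against their direction in luminal tumors (limma camera adjusted p = 0.755 and 0.922). In the table of 3 against 3 libraries, limma gave an adjusted p for the turned direction of 0.4999 for leukocyte genes at 4 days (range 0.4999 to 0.735 over its alternatives). In the table of 3 against 3 libraries, the log2 fold change was -0.0866 for Cpt1a at 4 days. Without a filter, limma gave an adjusted p for the turned direction of 0.678 for B cell genes at 4 days (range 0.390 to 0.734 over its alternatives), 0.951 for macrophage genes at 4 days (range 0.0122 to 0.951 over its alternatives), 0.935 for Glutathione conjugation at 4 days (range 0.490 to 0.992 over its alternatives) and 0.897 for BBN immune genes between the luminal domain and basal tumors (range 0.886 to 0.968 over its alternatives). Without a filter, limma gave an adjusted p for the turned direction of 0.870 for Interferon gamma signaling between the luminal domain and basal tumors (range 0.650 to 0.950 over its alternatives) and 0.923 for lipid genes between the domains (range 0.669 to 0.928 over its alternatives). With medians in place of means, the score difference was -0.24 for luminal markers (Fig. 5) at 4 days (exact two-sided permutation test, p = 0.0159). With means it was 0.29 (exact two-sided permutation test, p = 0.103). With medians it was -0.0694 for dendritic cell genes at 4 days and 0.12 for lipid genes between luminal and basal tumors. With a pseudocount of 5, the score difference was 0.0202 for macrophage genes at 4 days. After quantile normalization, limma gave an adjusted p for the turned direction of 0.987 for Cytokine Signaling in Immune system between the luminal domain and basal tumors (range 0.456 to 0.987 over its alternatives). After quantile normalization, the log2 fold change was -0.0478 for Upk1a at 4 days, -0.0388 for Upk3a at 4 days and -0.0125 for Cpt1a at 4 days. With the Y-linked covariate, the log2 fold change was -0.19 for Upk1a at 4 days, -0.80 for Upk3a at 4 days, -0.40 for Rbp4 at 4 days and -1.18 for Cd36 at 4 days. Under fry, limma gave an adjusted p for the turned direction of 0.957 for BBN immune genes between the luminal domain and basal tumors (range 0.886 to 0.968 over its alternatives) and 0.950 for Interferon gamma signaling between the luminal domain and basal tumors (range 0.650 to 0.950 over its alternatives). With upper-quartile scaling, the log2 fold change was -0.12 for Krt6b between the luminal domain and basal tumors.

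With a library left out, a direction changed in 66 cases over 38 results, and the cause was not tested. At 4 days, log2 fold changes ranged from -0.0802 to 1.29 for Cd36, from -0.00539 to 0.15 for Cpt1a and from -0.22 to 0.29 for Upk3a. Between the luminal domain and basal tumors, log2 fold changes ranged from -2.00 to 2.51 for Krt6b. Between the domains, log2 fold changes ranged from -0.0654 to 1.60 for Krt16 and from -0.38 to 1.36 for Krt6b. At 4 days, score differences ranged from -0.21 to 0.00919 for leukocyte genes, from -0.36 to 0.32 for macrophage genes and from -0.24 to 0.17 for T cell genes. Between luminal and basal tumors, score differences ranged from -0.50 to 0.0244 for lipid genes. At 4 days, the adjusted p of limma camera, whatever the direction, ranged from 0.311 to 0.986 for Glutathione conjugation, from 0.333 to 0.973 for leukocyte genes, from 0.0534 to 0.976 for macrophage genes and from 0.408 to 0.772 for T cell genes. Between luminal and basal tumors, the adjusted p of limma camera, whatever the direction, ranged from 0.0674 to 0.532 for Cytokine Signaling in Immune system, from 0.00292 to 0.427 for Interferon gamma signaling and from 0.000513 to 0.788 for T cell genes. Between the luminal domain and basal tumors, the adjusted p of limma camera, whatever the direction, ranged from 0.3501 to 0.930 for BBN immune genes, from 0.102 to 0.676 for Cytokine Signaling in Immune system, from 0.0193 to 0.991 for cytotoxic and NK cell genes, from 0.140 to 0.815 for dendritic cell genes and from 0.513 to 0.983 for endothelial genes. There it also ranged from 0.0623 to 0.864 for Interferon gamma signaling, from 0.328 to 0.984 for lipid genes, from 0.0403 to 0.819 for neutrophil genes, from 0.287 to 0.990 for Retinoid metabolism and transport and from 0.0147 to 0.860 for T cell genes. There it also ranged from 0.0900 to 0.709 for TCR signaling. Between the domains, the adjusted p of limma camera, whatever the direction, ranged from 0.123 to 0.914 for BBN immune genes, from 0.0258 to 0.861 for Cytokine Signaling in Immune system, from 0.0204 to 0.914 for endothelial genes, from 0.0636 to 0.897 for Fatty acid, triacylglycerol, and ketone body metabolism and from 9.42e-05 to 0.871 for Interferon gamma signaling. There it also ranged from 0.0361 to 0.794 for lipid genes, from 0.0225 to 0.718 for neutrophil genes, from 0.280 to 0.949 for Retinoid metabolism and transport, from 0.0124 to 0.874 for smooth muscle genes and from 0.0162 to 0.920 for Synthesis of very long-chain fatty acyl-CoAs.

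Over all alternatives, single genes lost a call in 157 cases and gained one in 13, scores in 65 and 14, and sets in 198 and 74. With 3 libraries against 3, the tests recovered 20.5% of genes changed in simulated libraries of the domains, so a gene not called there is not shown to be unchanged.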

Differences from the paper's values

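No test in this part was chosen after the result was seen, apart from the Y-linked covariate, which is among the alternatives at 4 days. The paper's text gives no number for a measure computed here. Of the 32 tested genes that the paper names at 4 days, 27 were higher and 5 lower, and 7 were called over all genes tested or 15 adjusted over the list alone.

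The paper lists Krt5 and Trp63 with Col17a1 as lower in mutants. All 3 fell, but Krt5 (limma adjusted p = 0.316) and Trp63 (0.0835) were not called, except Trp63 without one mutant library (0.0472, where p without a library went up to 0.206). In the authors' deposited table the adjusted p of Trp63 is 0.0265 and that of Krt5 0.245. The paper lists Cdkn1a as higher, which was not called (limma adjusted p = 0.165), nor is it in the authors' deposited table (0.0911). The paper also ties the change to cells that leave the cell cycle, while the G2/M genes scored 1.30 higher in mutants (exact two-sided permutation test, p = 0.0317), 36 of its 54 genes were called when adjusted over the list alone, and 306 of 460 genes of the cell cycle set were higher. The exact permutation p of the G2/M score rose above 0.05 in 8 of 9 fits without one library, up to 0.0714.

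The paper names Rbp4, Stra6, Rdh11 and Aldh1a3 as higher. All 4 rose and none was called over all genes under any alternative run, Rdh11 having the lowest limma adjusted p, 0.106. The authors' deposited table calls Rdh11 (0.0477) and not the others. Among the lipid genes the paper names as higher, 13 of 14 rose. Scd1, Lpl, Cd36 and the Cpt1 genes were not called under any alternative run, nor in the authors' deposited table (adjusted p = 0.173 for Scd1, 0.172 for Lpl and 0.476 for Cd36). Elovl4 had a limma adjusted p of 0.0503 and was called with a pseudocount of 5 (0.0490), after quantile normalization (0.0420), with upper-quartile scaling (0.0461), in the table of 3 against 3 libraries (0.0293) and without either of 2 libraries. Its range was 0.0293 to 0.680 over the alternatives other than a library left out, and 0.0259 to 0.148 over the fits without one library. The authors' deposited table calls it as well (0.000320).

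For the tumors the paper gives T-cell activation and cytokine signaling as lower in mutant lesions. The set of T-cell receptor signaling was not called (limma camera adjusted p = 0.0782), except after quantile normalization (0.0304, in a range, libraries left out apart, of 0.0304 to 0.490) and in 4 of the fits without one library. The set of cytokine signaling was not called under any alternative run (limma camera adjusted p = 0.264). Krt5, Krt14 and Krt6a, which the paper places with the basal tumors, were lower in luminal tumors and not called, except Krt6a without one luminal library (limma adjusted p = 0.0453, up to 0.413). Cd44, placed there as well, was lower without a call over all genes under any alternative run (limma adjusted p = 0.0738), and the authors' deposited table calls it (0.00741). Krt20, which the paper places with the luminal tumors, was higher and not called (limma adjusted p = 0.0726), and the authors' deposited table calls Krt20 (0.0102). When p was adjusted over the 8 genes that the paper names for the tumors alone, 7 were called. The limma adjusted p was then 0.0366 for Krt14 and Krt6a and 0.00584 for Cd44 and Krt20, and Krt5 was not called (0.112). Over the 7 basal markers of Fig. 5 alone, 1 was called.

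The paper gives basal markers as lower in the luminal domain than in basal tumors. Of the 7 markers 6 were lower on the log2 scale and 0 were called, except Krt6a without one basal tumor (limma adjusted p = 0.0215, up to 0.240). The authors' deposited table calls Krt6a (0.00282) and Cd44 (0.0293) lower, and none of the other basal markers. Of the luminal markers it names, Gata3, Foxa1 and Upk1b were called only without the same basal tumor, and Krt20, Upk1a and Upk3a under no alternative run. The authors' deposited table calls Gata3 (0.0195), Foxa1 (0.0422), Upk1b (0.0193) and Upk1a (0.000292). When p was adjusted over the 21 genes that the paper names for this comparison alone, 16 were called. Between the domains the paper gives luminal markers as lower and some basal markers as higher. All 14 luminal and 7 basal markers moved that way on the log2 scale, except that Krt6b was lower by mean in the basal-like domain (2433 against 2716 normalized counts), and 0 were called, where 757 of all genes tested had an unadjusted p under 0.05, and the authors' deposited table calls none of the 7 basal markers (lowest adjusted p 0.240). The sets of T-cell receptor signaling and cytokine signaling, which it gives as higher in the basal-like domain, were not called (limma camera adjusted p = 0.0550 and 0.360), except T-cell receptor signaling after quantile normalization (0.0226, in a range, libraries left out apart, of 0.0226 to 0.365) and in 3 fits without one library, and cytokine signaling in 1.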

Other observations

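The tests on pseudogenes, on chromosome 17 and on the share of tumor cells were chosen after the result was seen, and the splits of the libraries and the test across experiments were planned.

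The libraries of each comparison were also split in other ways, the real split included. At 4 days 1 of 100 splits gave at least 467 genes, the real one, and 11 of 100 gave as many sets in camera, so that this number of sets is not more than other splits give. Between luminal and basal tumors 1 of 56 splits, the real one, gave as many genes and 3 of 56 as many sets. Between the luminal domain and basal tumors 1 of 10 splits, the real one, gave as many genes and 2 of 10 as many sets, and between the domains 10 of 10 gave as many genes, which was 0, with 757 genes at an unadjusted p under 0.05, and 2 of 10 as many sets. With 3 libraries against 3 the share cannot be under 0.1, so these last splits decide nothing.

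Of 163 pseudogenes tested at 4 days, 16 were called, all lower in mutants, with a median log2 fold change of -6.26. These 16 pseudogenes have 10 parents, of which 9 were higher. Reads shared between pseudogene and parent could give this, if the sum of a parent and its called pseudogenes stayed level. For 5 of the parents the pseudogenes held under 10% of that sum in at least one control, so the sum follows the parent with or without sharing. Ldhb, with the lowest share, rose by 0.53, of which moved reads would give 0.01. For Rps2, singled out after its values were seen because its 2 pseudogenes held over 50% in every control, shared reads are what the values show. Rps2 had 294 to 16148 normalized counts in the controls, with a SD of 2.80 on the log2 scale, and the sum a SD of 0.13. In mutants Rps2 changed by 2.23, its pseudogenes together by -7.86 and the sum by -0.25. In the other 4 parents with a share of at least 10% in every control the sum changed by -0.68 to 0.14, and over all parents but Rps2 by a median of 0.14, with both directions, which leaves shared reads open for these. Why the sharing would differ between the groups was tested in part. A strain variant of the parents, segregating in the colony, may be one reason. In tumor libraries 76.1% of the shares of the pseudogene lay near 0, the midpoint or 1, but 57 of 88 were under 10%, a level that needs no variant, so this does not decide. On chromosome 17, where 8 of these pseudogenes have their parent (5 different parents), 27 of 758 genes tested other than pseudogenes were called, against 405 of 14345 on the other autosomes (Fisher's exact test, two-sided p = 0.220), which leaves a variant there open. In tumors, Rps2-ps13 held 58.0%, 0.06%, 41.0%, 98.6% and 60.0% of its sum with Rps2 in the K5VP16;Pparg libraries. In basal control tumors it held 0.23%, 59.5% and 0.06%. For 11 called pseudogenes the share reached at least 10% in a 4-day control. Each of these exceeded its highest 4-day mutant share in some K5VP16;Pparg tumor library. This argues against the transgene alone lowering these 11 in tumors. Strain and genotype cannot be told apart with the 4-day libraries, and a biological explanation was not tested.

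Fibroblast, smooth muscle and endothelial scores were lower in luminal than in basal tumors, as immune scores were, the endothelial score having changed by -1.89 (exact two-sided permutation test, p = 0.268). A higher share of tumor cells in the captured tissue could lower all of these alike. The fibroblast score changed by -2.14 relative to the endothelial score (exact two-sided permutation test, p = 0.0714), within the spread between libraries, so for these tumors the share of tumor cells and a change within the immune and stromal cells cannot be told apart. In the luminal domain against basal tumors, the values argue against all stromal types being lower alike, but 3 libraries against 3 cannot exclude it. There the endothelial score changed by 0.24, the fibroblast score fell by 2.93 and the smooth muscle score fell by 3.62. The fibroblast score changed by -3.17 relative to the endothelial score, and by -3.72 to -2.89 without one library. The SD of this difference was 0.66 in 3 basal tumors and 0.96 in 3 luminal domains. The groups did not overlap in it, which gives the smallest p possible (exact two-sided permutation test, p = 0.1). Of all genes tested there, 26.8% did not overlap either, where chance gives 10%. Fewer fibroblasts and smooth muscle cells in the capture and a change within them stay open there, and the difference of subtype stays open, untested.

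In the basal-like domain against the luminal domain, the fibroblast score changed by 1.60, the smooth muscle score by 0.68 and the endothelial score by -0.24, all with overlapping groups (exact two-sided permutation tests, p = 0.3, 0.7 and 0.8), while T cell and dendritic cell scores were higher without overlap. A lower share of tumor cells in the captured basal-like tissue could raise immune and fibroblast scores together. The fibroblast score changed by 1.84 relative to the endothelial score (SD 0.97 in 3 luminal and 0.60 in 3 basal-like domains), and by 1.54 to 2.40 without one library. The groups did not overlap in this difference (exact two-sided permutation test, p = 0.1), but it was less than 2 times the larger SD. The share of tumor cells and a change within the immune cells and fibroblasts cannot be told apart with so few libraries, and the domain as a biological difference stays open, untested.

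It was also asked whether the changes at 4 days recur in luminal tumors. Across 14248 genes, which are not independent replicates, the rank correlation of the log2 fold changes was -0.05, and 79 of the 126 splits of the 4-day libraries gave one as high, with a range from -0.28 to 0.29. The correlation lies within that range, so these values neither show nor exclude a recurrence.

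Basal markers went both ways in mutants at 4 days. Those of Fig. 2p scored 0.87 higher (exact two-sided permutation test, p = 0.0159) and those of Fig. 5 1.11 higher (p = 0.0159 by exact permutation), both without overlap between groups and both with p of 0.0714 without one library. Of the 6 tested genes of the first list 3 were higher, 3 lower and 1 called, and of the 5 of the second 4 were higher, 1 lower and 1 called. Limma camera called neither list (adjusted p = 0.535 and 0.105, against 0.0844 and 0.0128 under fry). The score of Krt5, Col17a1 and Trp63 fell by 0.80, without overlap between groups, and Krt5 changed by -0.30 on the log2 scale. Krt14 rose by 1.89 on the log2 scale (standard error 0.77, limma adjusted p = 0.197), and the authors' deposited table calls it higher (DESeq2 adjusted p = 0.0211). The luminal markers of Fig. 2p scored 0.49 higher (exact two-sided permutation test, p = 0.0238), with overlapping groups. The 7 basal markers of Fig. 5 share genes with the other list.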
